# Marek’s disease virus infection induces widespread differential chromatin marks in inbred chicken lines

**DOI:** 10.1186/1471-2164-13-557

**Published:** 2012-10-16

**Authors:** Apratim Mitra, Juan Luo, Huanming Zhang, Kairong Cui, Keji Zhao, Jiuzhou Song

**Keywords:** Histone modifications, Thymus, Differential marks, Bivalent domain, Chromatin signature, Marek’s disease

## Abstract

**Background:**

Marek’s disease (MD) is a neoplastic disease in chickens caused by the MD virus (MDV). Successful vaccine development against MD has resulted in increased virulence of MDV and the understanding of genetic resistance to the disease is, therefore, crucial to long-term control strategies. Also, epigenetic factors are believed to be one of the major determinants of disease response.

**Results:**

Here, we carried out comprehensive analyses of the epigenetic landscape induced by MDV, utilizing genome-wide histone H3 lysine 4 and lysine 27 trimethylation maps from chicken lines with varying resistance to MD. Differential chromatin marks were observed on genes previously implicated in the disease such as *MX1* and *CTLA-4* and also on genes reported in other cancers including *IGF2BP1* and *GAL.* We detected bivalent domains on immune-related transcriptional regulators *BCL6, CITED2* and *EGR1*, which underwent dynamic changes in both lines as a result of MDV infection. In addition, putative roles for *GAL* in the mechanism of MD progression were revealed.

**Conclusion:**

Our results confirm the presence of widespread epigenetic differences induced by MD in chicken lines with different levels of genetic resistance. A majority of observed epigenetic changes were indicative of increased levels of viral infection in the susceptible line symptomatic of lowered immunocompetence in these birds caused by early cytolytic infection. The *GAL* system that has known anti-proliferative effects in other cancers is also revealed to be potentially involved in MD progression. Our study provides further insight into the mechanisms of MD progression while revealing a complex landscape of epigenetic regulatory mechanisms that varies depending on host factors.

## Background

Rapid advances in epigenetics have led to the discovery of complex mechanisms of gene regulation involving phenomena such as DNA methylation and chromatin modifications. Methylation of particular histone residues has been found to correlate with specific and often opposing cellular functions, e.g. trimethylation of histone H3 lysine 4 (H3K4me3) is associated with transcriptional start sites (TSSs) of active genes while trimethylation of histone H3 lysine 27 (H3K27me3) is found to mark broad genomic regions for repression. Recent studies have also suggested that characteristic combinations of histone modifications or ‘chromatin states’ define functional elements of the genome and determine their contribution to transcriptional regulation [1-3]. Moreover, the epigenetic state of host genes have been observed to be affected by viral infection leading to tumors in humans [4-6]. Thus, epigenetics constitute a dynamic regulatory framework linking genotypes with environmental factors that could play a major role in differential disease responses among individuals having high genetic similarity.

Marek’s disease (MD) is a highly contagious disease caused by an oncogenic α-herpesvirus MD virus (MDV) and characterized by T-cell lymphomas in chickens [7]. Major losses to the poultry industry as a result of MD have largely been averted due to the success of various vaccination strategies which, remarkably, is also the first instance of the successful control of a natural cancer-causing agent using vaccines [8-10]. However, the virulence of the virus may have progressively increased as a consequence of vaccine development [11-13]. Several reported instances of vaccine breaks or reduced efficacy of vaccination, therefore, underlines the importance of investigating resistance to the disease as a long-term strategy to control MDV.

Natural resistance to MDV can be divided into two categories: major histocompatibility complex (MHC)-associated resistance, wherein different MHC haplotypes at the B blood group locus confer varying levels of resistance and non-MHC associated resistance in which birds having the same MHC haplotype exhibit vastly different responses to MDV infection. Inbred lines 6_3_ and 7_2_ developed at the Avian Disease and Oncology Laboratory (ADOL, East Lansing, MI) that we used in this study, fall into the latter category. These lines share a high degree of genetic similarity but have divergent responses to MDV infection completely independent of the MHC. Several studies have attempted to pinpoint factors responsible for conferring resistance [14-16], but confounding factors, such as, tissue types, virus strains and ages of birds have made it difficult to find a consensus. Multiple risk elements are possibly at play in this complex disease, and increased resistance or susceptibility is likely to be produced by a combination of such factors. In this study, we take a closer look at epigenetic factors behind different responses to MD with a view to a deeper understanding of the broader genomic impact of MDV infection.

We utilized the above population of inbred chickens – line 6_3_ is highly resistant to MD, while line 7_2_ is highly susceptible – and compared the epigenetic effects of MD. Genome-wide maps of H3K4me3 and H3K27me3 in thymus tissues of birds from these chicken lines at the latent stage of MDV infection were generated. We carried out systematic analyses to find differential chromatin marks induced by MDV infection. We also investigated co-localization patterns of the two chromatin modifications to detect putative bivalent domains and the effect of MDV on such domains. The results of our study confirm that Marek’s disease has far-reaching effects on the epigenetic landscape of chicken lines with diverse responses to the virus and, thus, furthers our understanding of this complex disease.

## Results

### Genome-wide distribution of H3K4me3 and H3K27me3

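H3K4me3, a mark of active promoters, and H3K27me3, a mark of repressed chromatin, were mapped by ChIP-Seq in the thymus of infected and control birds at 10 days post infection. Line 6_3_ is resistant to MD and line 7_2_ is susceptible. Each of the 8 libraries came from a pool of 3 birds, with 1 library per condition and mark, so no comparison of conditions has a replicate check. The authors aligned 36-bp reads to the chicken genome (galGal3) with Maq and kept 1 read per genomic location. The deposited files list those reads by position and strand. SERs were called here from the reads with a reimplementation of SICER without a control library (window 200 bp, gap 400 bp, fragment 190 bp, E-value 100). The effective genome fraction was set to 0.9, as the paper's text does not name it. SERs of the 4 libraries of a mark were merged where they shared at least 1 bp. Of the settings tried, a fraction of 0.75 gave merged numbers closest to the paper's 14418 and 24950. These were 14519 for H3K4me3 and 25548 for H3K27me3. The main values below keep 0.9. Reads in merged SERs were compared between libraries by a negative binomial test with dispersion estimated blind over the 4 libraries, at a Benjamini-Hochberg FDR of 0.4, the paper's threshold. This test compares libraries and not conditions. Ratios were scaled by size factors (median of ratios over merged SERs) and are given as log2 with exact 95% intervals, which cover counting error only. In RPM, the reads of a SER relative to all reads of its library on placed chromosomes, all autosomal ubiquitous SERs together were shifted. Their median log2 RPM ratio of infected over control was 0.22 for H3K4me3 and 0.57 for H3K27me3 in line 6_3_, and -0.07 and 0.25 in line 7_2_. For line 6_3_ control over line 7_2_ control it was -0.37 and -0.36. Scaled by size factors, these medians came closer to 0 but part of the shift remained. They were 0.04 and 0.19 in line 6_3_, -0.01 and -0.06 in line 7_2_, and -0.10 and -0.26 between the controls. The ratios at named regions still carry these remaining shifts.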

We performed ChIP-Seq experiments on infected and uninfected birds from lines 6_3_ and 7_2_ to investigate the epigenetic effects of MDV infection. 

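Most H3K4me3 reads lay in merged SERs, whereas most H3K27me3 reads lay outside them. Merged H3K4me3 SERs numbered 15601 and held 66.3% to 84.8% of the reads of a library. Merged H3K27me3 SERs numbered 31352 and held 34.7% to 47.6%. For both marks the lowest share was in the line 6_3_ control library. The share for H3K4me3 was 76.8% in line 6_3_ infected birds and 80.5% in line 7_2_ infected birds. The median length of a merged SER was 2600 bp for H3K4me3 and 3200 bp for H3K27me3. The 8 libraries held 37095100 reads, and on placed chromosomes they ranged from 2227033 to 7177727 reads.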

More than 76 million reads from eight samples were mapped to the chicken genome yielding 14418 and 24950 significantly enriched regions (SERs) for H3K4me3 and H3K27me3, respectively (Table 1). We further classified these regions as follows: Ubiquitous SERs were found in all samples and were likely due to similarities in the genetic background of the chickens. Line-specific SERs were present in only one line either before or after MDV infection, while condition-specific SERs appeared in both lines but only in individuals with the same infection status.

**Table 1:** Significantly enriched regions (SERs) and associated genes in each sample

		**H3K4me3**		**H3K27me3**	
	**Samples**	**SERs (%)**	**Genes**	**SERs (%)**	**Genes**
**Line-Specific**	**63I**	647 (4.5)	78	3477 (13.9)	615
	**63N**	594 (4.1)	71	2514 (10.1)	896
	**63I,63N**	924 (6.4)	190	577 (2.3)	150
	**72I**	105 (0.7)	16	1658 (6.6)	451
	**72N**	126 (0.9)	11	2506 (10)	346
	**72I,72N**	73 (0.5)	17	330 (1.3)	89
**Condition-specific**	**63I,72I**	97 (0.7)	35	2061 (8.3)	579
	**63N,72N**	47 (0.3)	9	66 (0.3)	22
**Ubiquitous**	**63I,63N,72I,72N**	10691 (74.2)	9475	5831 (23.4)	2942
	**Total**	**14418**	**10206**	**24950**	**7904**

63I: line 6_3_ infected, 63N: line 6_3_ control, 72I: line 7_2_ infected, 72N: line 7_2_ control.

Ubiquitous SERs formed the largest percentage of all enriched regions, accounting for 74.2% and 23.3% in H3K4me3 and H3K27me3 samples, respectively. 

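Most H3K4me3 SERs were shared by all 4 thymus libraries, whereas most H3K27me3 SERs were missing from at least 1 of them. Ubiquitous SERs numbered 11156 for H3K4me3, or 71.5% of its merged SERs. For H3K27me3 they numbered 7114, or 22.7%. By reads the marks were more alike. Ubiquitous H3K27me3 SERs held 18.8% to 29.2% of the reads of a library, where all merged H3K27me3 SERs held 34.7% to 47.6%. Most H3K27me3 reads inside merged SERs thus lay in ubiquitous ones in each library. SERs found in both infected libraries and in neither control numbered 91 for H3K4me3 and 2593 for H3K27me3. SERs found in both controls alone numbered 67 and 87. With all 4 libraries thinned at random to the read number of the shallowest, the SERs of both infected libraries numbered 150 and 1300 and those of both controls 104 and 122. The latter were 40 and 32 at an E-value of 1, and 160 for H3K27me3 at an effective genome fraction of 1.0. In the unthinned libraries a further 1300 H3K4me3 SERs and 7483 H3K27me3 SERs were found in other combinations of libraries.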

In the case of H3K4me3, there were large differences in the number of specific SERs - more than 2000 line-specific SERs were found in line 6_3_, compared to about 300 in line 7_2_. Similarly, we found 50% more line-specific SERs of H3K27me3 in line 6_3_ (6568) compared to line 7_2_ (4494). However, upon closer examination, most of the line-specific and condition-specific SERs were revealed to have low read counts (Additional file 1: Figure S1) corresponding to regions of low enrichment.

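H3K4me3 SERs restricted to line 6_3_ numbered 2654 and those restricted to line 7_2_ numbered 333, a ratio of 7.97. In line 6_3_, 678 were found in the infected library alone, 877 in the control alone and 1099 in both. In line 7_2_ these numbers were 139, 120 and 74. The line 6_3_ libraries were deeper. In the thinned libraries 1533 SERs were specific to line 6_3_, with 503 in the infected library alone, 581 in the control alone and 449 in both, and 802 to line 7_2_, with 305, 289 and 208. At a fraction of 0.75 the order of infected and control libraries turned in both lines, with 674 and 601 in line 6_3_ and 104 and 127 in line 7_2_.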

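Line-specific H3K27me3 SERs numbered 8926 in line 6_3_ and 5149 in line 7_2_, a ratio of 1.73. The infected library of line 6_3_ alone held 4644 of them and its control library alone 3439. In line 7_2_ the infected library alone held 2647 and the control library alone 2040. In the thinned libraries the order of the lines turned, with 4327 SERs specific to line 6_3_ and 6350 to line 7_2_. The order within each line turned as well, with 1838 in the infected and 2125 in the control library of line 6_3_ alone and 2209 and 3332 in line 7_2_. It also turned in line 6_3_ at a fraction of 1.0, with 3312 and 5033, and in line 7_2_ at 0.75, with 1751 and 2446.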

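SERs found in a single line or a single condition carried few reads. The median line-specific H3K4me3 SER held 5.73 RPM and the median condition-specific one 6.59 RPM, compared to 51.8 RPM for ubiquitous SERs. For H3K27me3 the medians were 6.41 RPM, 7.36 RPM and 25.6 RPM. These are totals per SER. Per kb of SER the medians were 4.83 RPM, 5.13 RPM and 14.9 RPM for H3K4me3, and for H3K27me3 they lay closer together at 2.86 RPM, 2.88 RPM and 3.53 RPM. In reads, the median line-specific SER held 26 for H3K4me3 and 37 for H3K27me3.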

Genes were divided into five regions – promoter, 5’ untranslated region (UTR), exons, introns and 3’ UTR – and the distribution of SERs across these elements was probed (Figure 1A). We found a large number of intergenic regions marked by H3K27me3, consistent with high levels of this mark associated with areas of silent heterochromatin. In the case of H3K4me3, a larger proportion of SERs were found around the promoter, exons and the 5’ UTR while similar proportions of H3K4me3 and H3K27me3 SERs were present in introns and 3’ UTRs. A comparison of the genomic distributions of SERs in the different samples (Additional file 1: Figures S2A, B) showed a similar number of H3K4me3 SERs across the promoter, exons and the 5’ and 3’ UTRs of genes. Line 6_3_ contained a higher number of intronic and intergenic SERs as compared to line 7_2_ although this did not appear to change as a result of MDV infection. On the other hand, a greater number of H3K27me3 SERs were found in the infected samples although these levels were similar in the two different lines.

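H3K27me3 SERs were more numerous in the infected library of each line. There were 28314 in line 6_3_ infected birds and 19295 in controls, a ratio of 1.47. In line 7_2_ there were 23969 and 16451, a ratio of 1.46. H3K4me3 SERs numbered 14991 and 14767 in line 6_3_ and 12909 and 12763 in line 7_2_. The H3K27me3 ratios depended on the calling. At equal read numbers they were 1.31 in line 6_3_ and 1.05 in line 7_2_. At an effective genome fraction of 1.0 the ratio in line 6_3_ was 1.01, and at 0.75 the ratio in line 7_2_ was 1.06.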

**Figure 1:**
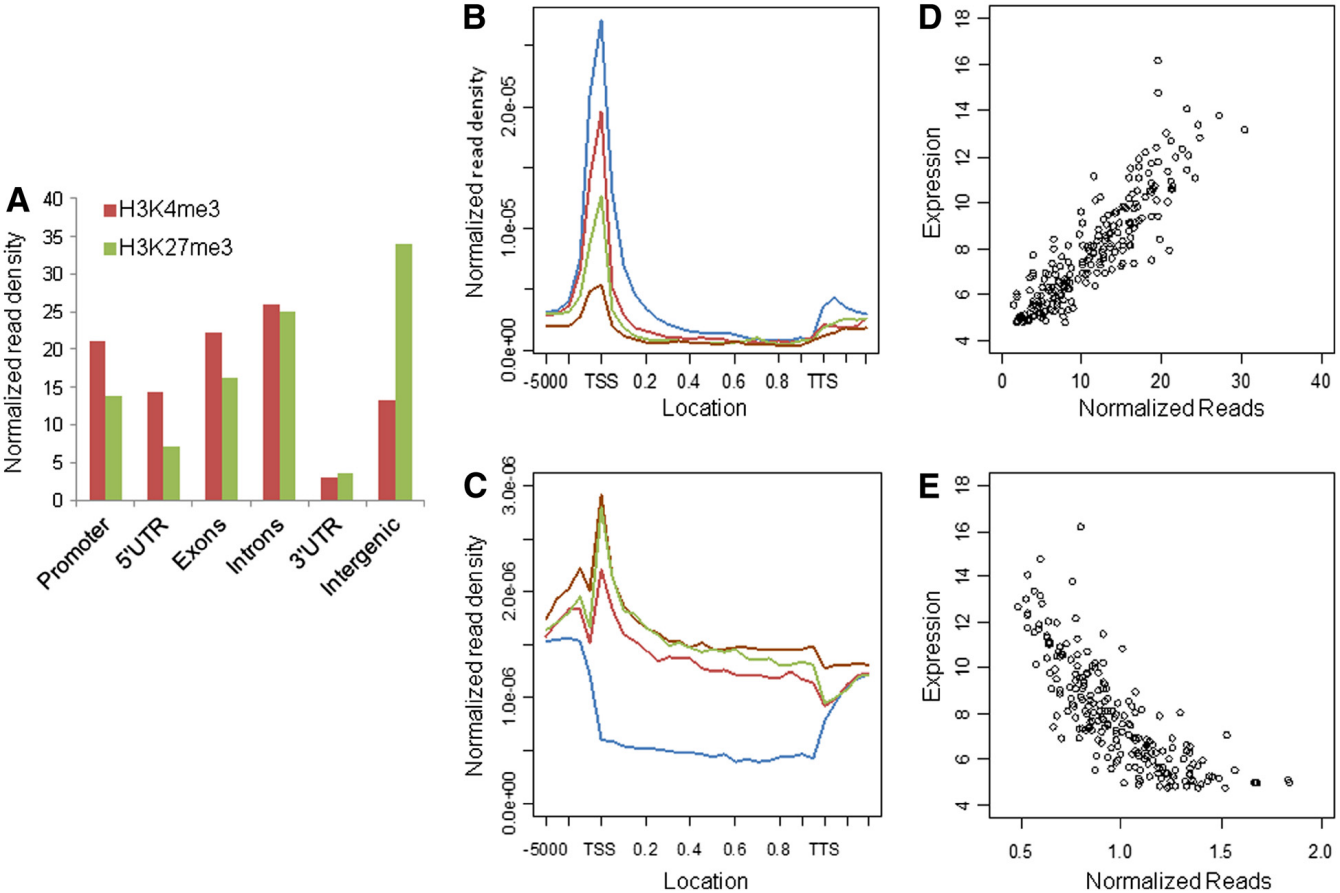
**Genomic distribution of SERs and relationship between histone marks and gene expression.** (**A**) Distribution of SERs over different genomic elements shows increased levels of H3K4me3 around the promoter region and exons while there are increased levels of H3K27me3 on intergenic regions. (**B**-**E**) Relationship between gene expression and histone marks in infected line 6_3_ birds. Plots of histone modifications around the gene body (**B**, **C**) in genes having high (blue), medium (red), low (green) and no activity (brown): H3K4me3 shows positive correlation with gene expression levels while H3K27me3 exhibits a negative relationship. A comparison of epigenetic marks and transcriptional levels (**D**, **E**) confirms the same. Similar trends were observed in other experimental groups (Additional file 1: Figures S3-5).

To analyze the relationship between histone modifications and gene expression, histone modification profiles surrounding the TSS and gene body were plotted for genes ranked by their expression level (Additional file 1: Figures 1B-E and S3-5). As expected, a strong positive correlation was observed between gene expression and H3K4me3 marks with a distinct peak around the TSS and little to no enrichment within the gene body. On the other hand, H3K27me3 showed negative correlation with gene expression with a peak near the TSS followed by a broad plateau across the gene body. However, the latter relationship was non-linear – genes with lower expression had similar levels of H3K27me3 marks and levels were markedly distinct only at higher expression levels (Figure 1C, E).

### Differential H3K4me3 marks on genes related to MD

We conducted a comprehensive analysis of genome-wide chromatin marks to find significant differences in MDV-induced responses in line 6_3_ and 7_2_. We used two sets of comparisons: First, to assess the influence of MDV infection within each line, we compared the infected and the non-infected samples from the same line. Secondly, the non-infected samples from the two lines were compared to detect line-specific effects. As a result of this analysis we found 179 differential H3K4me3 SERs and 1116 differential H3K27me3 SERs that mapped to 59 and 66 genes, respectively (Table 2). 

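In each line, more of the H3K4me3 SERs past the test were higher than lower in the infected library. H3K27me3 SERs past the test were lower in the infected library and were found in line 6_3_ alone. The median autosomal ubiquitous H3K27me3 SER of that line had a log2 ratio of 0.19. In line 6_3_, 12 H3K4me3 SERs were higher in the infected library and 0 were lower. In line 7_2_, 36 were higher and 16 were lower. With dispersion estimated over the compared libraries alone, 130 SERs passed in line 6_3_ and most were lower, with 39.2% higher, and in line 7_2_ 183 passed, of which 53.0% were higher. Of the 12 SERs above, 11 were also past the threshold in line 7_2_, all of them higher after infection. On autosomes 7 SERs passed in line 6_3_, and 6 of them also passed in line 7_2_. For H3K27me3, 185 SERs were lower in infected line 6_3_ birds and 0 were higher. In line 7_2_ 0 SERs passed. Of the 31352 tested there, 1386 had an unadjusted p under 0.05 in the negative binomial test, a share below 0.05, and in line 6_3_ 1177 had. With dispersion estimated without the line 6_3_ control library, a choice made after seeing the data, 347 passed in line 7_2_. Of these 5.76% were higher and the others lower. The difference between the lines was not tested. Chromosomes Z and W held 5 of the 12, 12 of the 52 and 66 of the 185 SERs, and their share of the SERs tested was 4.90% for H3K4me3 and 3.47% for H3K27me3. The test covered 15601 and 31352 SERs and found 349 and 1736 SERs in any comparison. Without chromosomes Z and W, 5 H3K4me3 and 114 H3K27me3 SERs passed in line 6_3_. Scaled by RPM, 24 H3K27me3 SERs passed in line 6_3_, and in line 7_2_ 31 H3K4me3 SERs passed with 80.6% of them higher, compared to 69.2% with size factors.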

A majority of differential SERs were found in the comparison between non-infected samples of the two lines (Additional files 2 and 3) with several observed on genes that have been associated with MDV infection.

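The control libraries of the lines differed at 310 H3K4me3 SERs, of which 173 were higher in line 6_3_ and 137 in line 7_2_. For H3K27me3, 688 SERs were higher in line 6_3_ and 1009 were lower. This majority turned at equal read numbers, where 64.5% of 2692 SERs were higher in line 6_3_, and at an FDR of 0.05, where 76.8% of 56 were. Among genes of the myeloid list, *SPI1*, a transcription factor of myeloid and B cells, and *P2RY8* were higher in H3K4me3 in line 6_3_ controls, with log2 ratios of 2.68 (95% interval 1.57 to 4.03, adjusted p = 0.175) and 1.30 (0.90 to 1.72, adjusted p = 0.132) in the negative binomial test. Both also rose after infection in line 7_2_, by 2.83 and 1.52, in a comparison that uses the same line 7_2_ control library. Of the matrix genes, *MMP2* was higher and *PTX3* lower in H3K4me3, and *COL14A1* was lower in H3K27me3, in line 6_3_ controls. *YFV* and *HMHA1* were lower in H3K4me3 in line 6_3_ controls. Both stand in the MHC list, although *HMHA1* is a minor histocompatibility antigen gene. All 4 developmental regulators with a region (*ISL1*, *LMX1B*, *CDX4* and *NR0B1*) were lower in H3K27me3 in line 6_3_. Their regions come from the paper's lists of differential SERs, so these counts are not independent of the study's choice. Of the 53 listed H3K27me3 regions past the test, 42 were lower in line 6_3_. The region of *BHLHB4* had the log2 ratio 3.08 (2.49 to 3.74) for H3K4me3, and that of *PLEKHB1* 3.20 (2.55 to 3.93) for H3K27me3. *HAPLN1*, a linker of the extracellular matrix, lies on chromosome Z and was lower in H3K27me3 in infected line 6_3_ birds, by a log2 ratio of -2.74 (-3.32 to -2.19, adjusted p = 0.0151, negative binomial test), where the median of ubiquitous SERs was -0.25 on Z and 0.19 on autosomes. Its SER was found in line 6_3_ controls alone. It held 24.1 RPM there, 4.74 RPM in infected line 6_3_ birds, and 7.26 RPM and 7.24 RPM in infected and control birds of line 7_2_. The log2 ratio of infected over control was -0.31 (-1.06 to 0.47) in line 7_2_. For line 6_3_ over line 7_2_ controls it was 1.84 (1.22 to 2.51), which also passed (adjusted p = 0.315, negative binomial test). Scaled by RPM, 30.6% of 147 H3K4me3 SERs were higher in line 6_3_ controls, compared to 55.8% with size factors, and *SPI1*, *P2RY8*, *COL14A1* and *CDX4* no longer passed. With dispersion estimated over the control libraries alone, 5 H3K27me3 SERs passed, 100% of them higher in line 6_3_, and 0 of the 75 H3K27me3 regions the paper lists, so that the calls at *PLEKHB1*, *COL14A1* and the 4 developmental regulators were lost, as were those of *SPI1*, *P2RY8*, *PTX3* and *YFV* for H3K4me3.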

**Table 2:** Differential SERs identified in thymus

	**H3K4me3**		**H3K27me3**	
**Comparison**	Differential SERs*	**Genes**	Differential SERs*	**Genes**
**63I vs 63N**	9	4	42	1
**72I vs 72N**	30	13	5	0
**63N vs 72N**	148	46	1094	65
**Total**	**179**	**59**†	**1116**	**66**

*FDR < 0.4. † Some genes are shared between different comparisons. 63I: line 6_3_ infected, 63N: line 6_3_ control, 72I: line 7_2_ infected, 72N: line 7_2_ control.

*MX1* is a zinc-finger transcription factor that has antiviral properties against a large number of viruses. *MX1* was upregulated after MDV infection [17] although its contribution to MD progression is unknown. MDV infection induced a highly significant increase in H3K4me3 enrichment in the promoter region of *MX1* in both lines (line 6_3_: p = 1.28x10^-7^, line 7_2_: p = 4.26x10^-9^; Figure 2A). 

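H3K4me3 at the *MX1* promoter rose after infection in both lines. The SER lies on chromosome 1 from 112367401 to 112371800 and held 98.1 RPM in infected and 24.0 RPM in control birds of line 6_3_, and 99.4 RPM and 16.6 RPM in line 7_2_. The log2 ratio was 1.85 (1.56 to 2.15) in line 6_3_ and 2.64 (2.14 to 3.18) in line 7_2_. *ISG12-2*, another interferon-stimulated gene, rose from 54.1 RPM to 131.9 RPM in line 6_3_ (adjusted p = 0.00776, negative binomial test) and from 64.7 RPM to 169.6 RPM in line 7_2_ (adjusted p = 1.01e-05). A list of 27 interferon-stimulated and antiviral genes was fixed before the data were examined but after the paper's tables had been seen. Of these genes, 3 had a known region, and *MX1* and *ISG12-2* passed the test in both lines while *TLR3* passed in neither. The regions of *MX1* and *ISG12-2* come from the paper's list of differential SERs and that of *TLR3* from a figure, so these counts are not independent of the study's choice. The negative binomial test gave *MX1* p = 7.86e-10 (adjusted p = 3.06e-06) in line 6_3_ and p = 6.16e-13 (adjusted p = 4.80e-09) in line 7_2_. Of the 14 regions past the test in line 7_2_ that the paper lists, 6 also passed in line 6_3_. Of these 6, 2 lie on chromosome Z, whose reads differed between infected and control libraries, and without chromosomes Z and W 3 of the 5 regions listed for line 6_3_ passed. ENSGALG00000006384 and ENSGALG00000009479, which are among the 6, did not pass in line 6_3_ at equal read numbers, nor did the former with RPM. The difference between the lines was not tested.

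**Figure D1:**
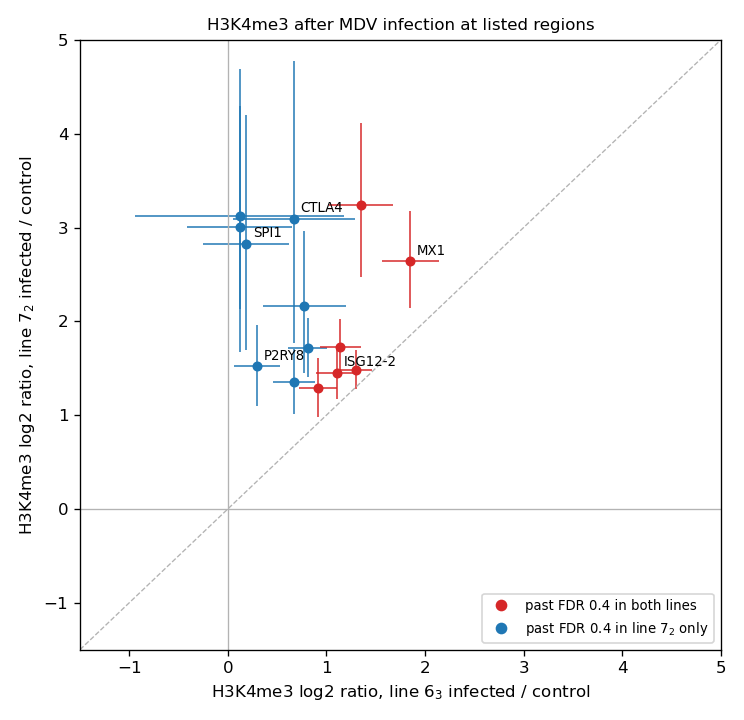
Log2 ratio of H3K4me3 reads, infected over control, in line 6_3_ (x axis) and line 7_2_ (y axis) at the 14 regions listed by the paper for line 7_2_, with exact 95% intervals for counting error as bars and a dashed line of equal ratios. Red points (6, of which 2 on chromosome Z) passed an FDR of 0.4 in both lines and blue points (8) in line 7_2_ alone, and *MX1* lies at 1.85 and 2.64.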

We observed a concurrent increase in transcript levels after MDV infection in line 7_2_ (p = 0.0264; Figure 2B); *MX1* expression in line 6_3_ showed a similar trend (fold change = 38.22, p=0.085) although mRNA levels were much lower.

**Figure 2:**
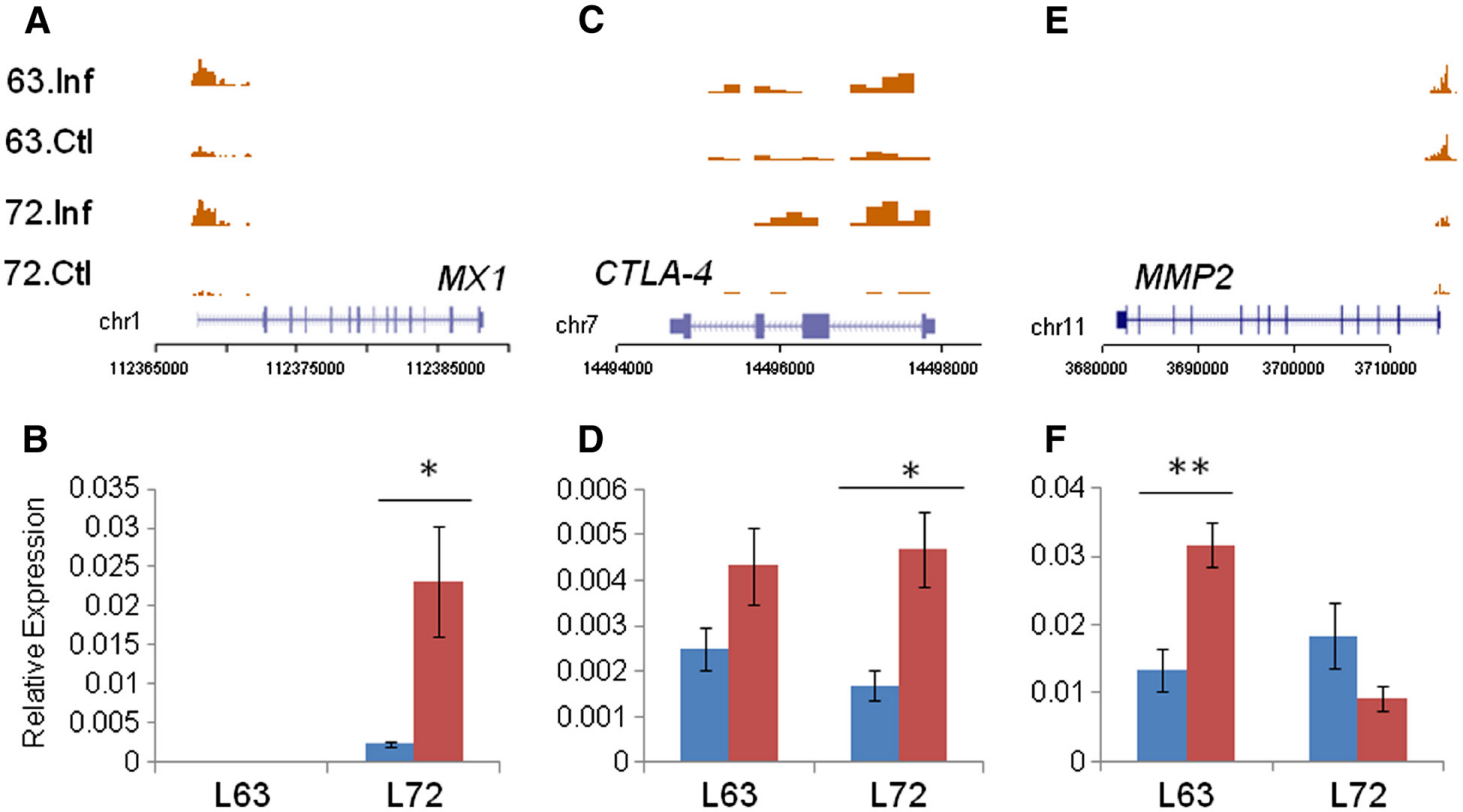
**Genes related to MD show differential H3K4me3 marks.***MX1* (**A**, **B**) and *CTLA-4* (**C**, **D**) show increased H3K4me3 marks and higher expression in infected individuals from both lines; *MMP2* (**E**, **F**) exhibits higher levels of H3K4me3 in susceptible line 7_2_. n = 4; * = significant at p < 0.05; ** = significant at p < 0.01; *** = significant at p < 0.001.

*CTLA-4* is a cell surface glycoprotein expressed on CD4+ and CD8+ T lymphocytes that is a powerful negative regulator of T-cell activation [18]. The CTLA4 protein is expressed on T lymphocytes soon after activation and regulates T-cell proliferation, production of IL-2 and also supports the function of T_reg_ cells that suppress immune response [19]. Previous studies have reported an increase in *CTLA-4* expression after MDV infection [20]. We found an increase in H3K4me3 enrichment in line 7_2_ as a result of MDV infection (p = 0.0003) and there was a similar trend in line 6_3_ (Figure 2C). 

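H3K4me3 at *CTLA4*, an inhibitory receptor of activated T cells, rose after infection in line 7_2_. The SER on chromosome 7 from 14495201 to 14498000 held 49 reads in infected and 5 in control birds of this line, or 18.4 RPM and 2.25 RPM. The log2 ratio was 3.09 (1.77 to 4.78) with p = 3.99e-04 and adjusted p = 0.168 in the negative binomial test. In line 6_3_ the SER held 13.3 RPM in infected and 7.37 RPM in control birds, a log2 ratio of 0.67 (0.05 to 1.29) that did not pass the negative binomial test (p = 0.298, adjusted p = 1). Of the 12 genes of the list on T-cell activation, *CTLA4* was the one with a known region, which comes from the paper's list of differential SERs.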

Consistent with the above, there was a significant increase in transcript levels after MDV infection in line 7_2_ (p = 0.04) and a small increase in line 6_3_ (Figure 2D).

*MMP2* plays a key role in the degradation of the extra-cellular matrix, and an increase in expression has been associated with increasing tumor cell migration and tumor angiogenesis [21,22]. *MMP2* was upregulated during the neoplastic stage of MD infection in susceptible birds [23] but downregulated in response to MDV infection during early lytic infection in susceptible and resistant chickens [17]. 

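H3K4me3 at *MMP2* was higher in line 6_3_ controls than in line 7_2_ controls. Its SER lies on chromosome 11 from 3713801 to 3717200 and held 37.1 RPM in line 6_3_ and 9.88 RPM in line 7_2_ controls. The log2 ratio was 2.18 (1.54 to 2.89), with p = 8.15e-05 and adjusted p = 0.0199 in the negative binomial test. For infected over control birds the log2 ratio was -0.23 (-0.54 to 0.08) in line 6_3_ and 0.98 (0.23 to 1.78) in line 7_2_, and neither passed the negative binomial test (adjusted p = 1 in both).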

We observed a slight increase in H3K4me3 enrichment after MDV infection in both lines, while line 7_2_ exhibited significantly lower levels than line 6_3_ (p = 0.0016; Figure 2E). This was coupled with increased *MMP2* expression in line 6_3_ after infection (p = 0.0068) while there was no such change in line 7_2_ (Figure 2F).

### Genes related to cancers show epigenetic changes in response to MD

We observed differential histone marks on several genes that have been associated with other cancers but not in the context of MDV infection. Insulin-like growth factor 2 binding protein 1 (*IGF2BP1*) is an RNA-binding factor that regulates the translation of mRNAs produced by certain genes like *IGF2* and *ACTB*. Increased expression of *IGF2BP1* has been implicated in the development and progression of cancers of various organs, e.g. lung, brain, breast and colon [24-27]. There was no change in the H3K4me3 enrichment levels induced by MDV infection although a significantly higher level of enrichment was present in line 7_2_ (p = 4.21x10^-13^; Figure 3A). 

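The SER at *IGF2BP1* was nearly absent in line 6_3_ and strong in line 7_2_, before and after infection. It lies on chromosome 27 from 3433401 to 3435400 and held 3.73 RPM in infected and 3.21 RPM in control birds of line 6_3_, and 55.9 RPM and 58.4 RPM in line 7_2_. The log2 ratio of the controls was -3.91 (-4.73 to -3.18), with p = 5.64e-13 and adjusted p = 1.1e-09 in the negative binomial test. The log2 ratio of infected over control birds was 0.03 (-1.05 to 1.11) in line 6_3_ and -0.0031 (-0.35 to 0.35) in line 7_2_.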

Transcript levels in line 7_2_ were much higher than in line 6_3_, but reduced in response to MDV infection (p = 0.044) (Figure 3B).

**Figure 3:**
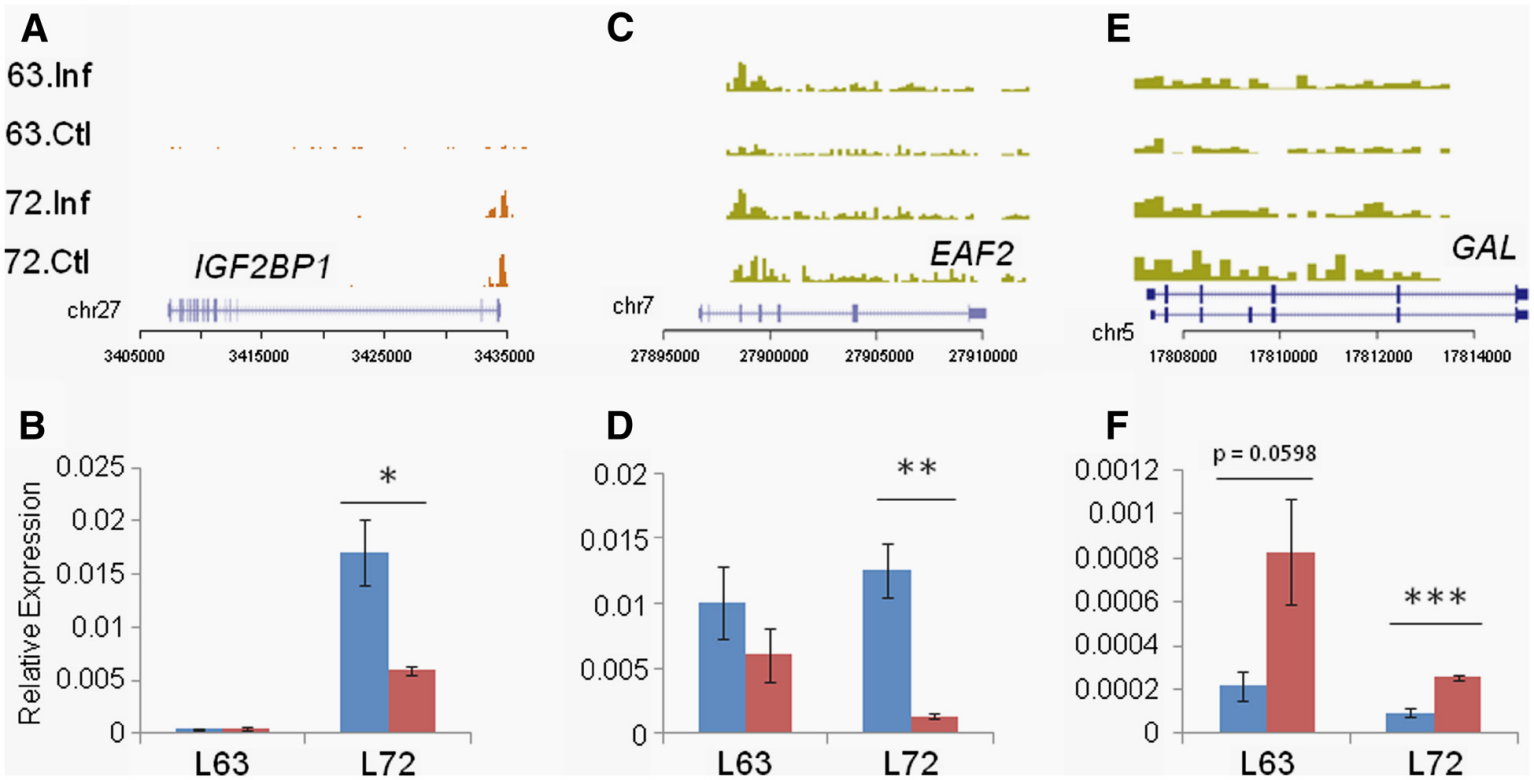
**MD induces epigenetic changes in genes related to various cancers.***IGF2BP1* (**A**, **B**) shows differential H3K4me3 marks and increased expression in susceptible birds while *EAF2* (**C**, **D**) and *GAL* (**E**, **F**) have differential H3K27me3 levels on the gene body. n = 4; * = significant at p < 0.05; ** = significant at p < 0.01; *** = significant at p < 0.001.

ELL associated factor 2 (*EAF2*) is a testosterone regulated apoptosis inducer and tumor suppressor. Inactivation of *EAF2* has been shown to lead to tumors in multiple organs [28]. 

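H3K27me3 covered *EAF2* in all 4 libraries, in a SER on chromosome 7 from 27897401 to 27910200. It held 52.4 RPM in infected and 29.4 RPM in control birds of line 6_3_, and 46.5 RPM and 63.1 RPM in line 7_2_. The log2 ratio of infected over control was 0.45 (0.19 to 0.71) in line 6_3_ and -0.75 (-1.02 to -0.48) in line 7_2_. The paper lists *EAF2* for a difference between the controls, which are also the denominators of these ratios. Line 6_3_ controls had a log2 ratio of -1.01 (-1.30 to -0.72) to line 7_2_ controls. None of these passed at the FDR of 0.4. Unadjusted p from the negative binomial test was 0.387 and 0.0995 for infection, and for the controls it was 0.0305 (adjusted p = 0.429). Without chromosomes Z and W the adjusted p for the controls was 0.381, which passes.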

There was a significant increase in H3K27me3 levels after MDV infection in line 6_3_ (p = 0.0414) while among uninfected chickens these levels were markedly higher in line 7_2_ (p = 0.0138; Figure 3C). However, *EAF2* expression was drastically reduced after MDV infection in line 7_2_ (p=0.0016) but showed only a small decrease in line 6_3_ (Figure 3D).

Galanin (*GAL*) is a neuropeptide that modulates various physiological functions, such as, inhibition of insulin secretion and stimulation of growth hormone secretion. Three galanin receptors are known (*GALR1*, *2* and *3*): the expression of *GALR1* has anti-proliferative effects while *GALR2* can be both anti- or pro-proliferative in function. Therefore, the *GAL* system is considered to be a promising candidate for detection and treatment of various cancers [29,30]. We observed an increase in H3K27me3 levels on *GAL* after infection in both lines (Figure 3E). Also, expression levels were significantly lowered after MDV infection in line 7_2_ (p = 0.00087) while there was a similar trend in line 6_3_ (p = 0.051; Figure 3F). 

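At *GAL*, H3K27me3 was lower in line 6_3_ controls than in line 7_2_ controls, with a log2 ratio of -1.45 (-1.77 to -1.14) and an adjusted p of 0.232 in the negative binomial test. This call was lost with dispersion estimated over the control libraries alone (negative binomial test, p = 0.0321, adjusted p = 1.00). The SER on chromosome 5 from 17801201 to 17813600 held 45.3 RPM in infected and 22.1 RPM in control birds of line 6_3_, and 36.6 RPM and 64.9 RPM in line 7_2_. For infected over control birds the log2 ratio was 0.65 (0.36 to 0.94) in line 6_3_ and -1.14 (-1.41 to -0.86) in line 7_2_. The region comes from the paper's list of differences between the controls, the denominators here. Neither ratio passed the negative binomial test, with p = 0.220 (adjusted p = 1) and p = 0.0166 (adjusted p = 0.983).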

Interestingly, *GALR1* had both H3K4me3 and H3K27me3 enrichments (Figure 4) although *GALR2* showed no significant histone marks (Additional file 1: Figure S6).

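*GALR1* carried an H3K4me3 SER in all 4 libraries, on chromosome 2 from 92751401 to 92754600. An overlapping H3K27me3 SER from 92748201 to 92753000 was found in both infected libraries and in line 7_2_ controls. H3K4me3 at *GALR1* was 20.5 RPM in infected and 14.9 RPM in control birds of line 6_3_, and 22.1 RPM and 28.7 RPM in line 7_2_. *GALR2* overlapped no SER of either mark. Its gene model, with bounds read from the paper's figure, held 7 and 12 H3K4me3 reads in infected and control birds of line 6_3_. In line 7_2_ it held 0 and 2. The same span held 13 to 25 H3K27me3 reads per library.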

**Figure 4:**
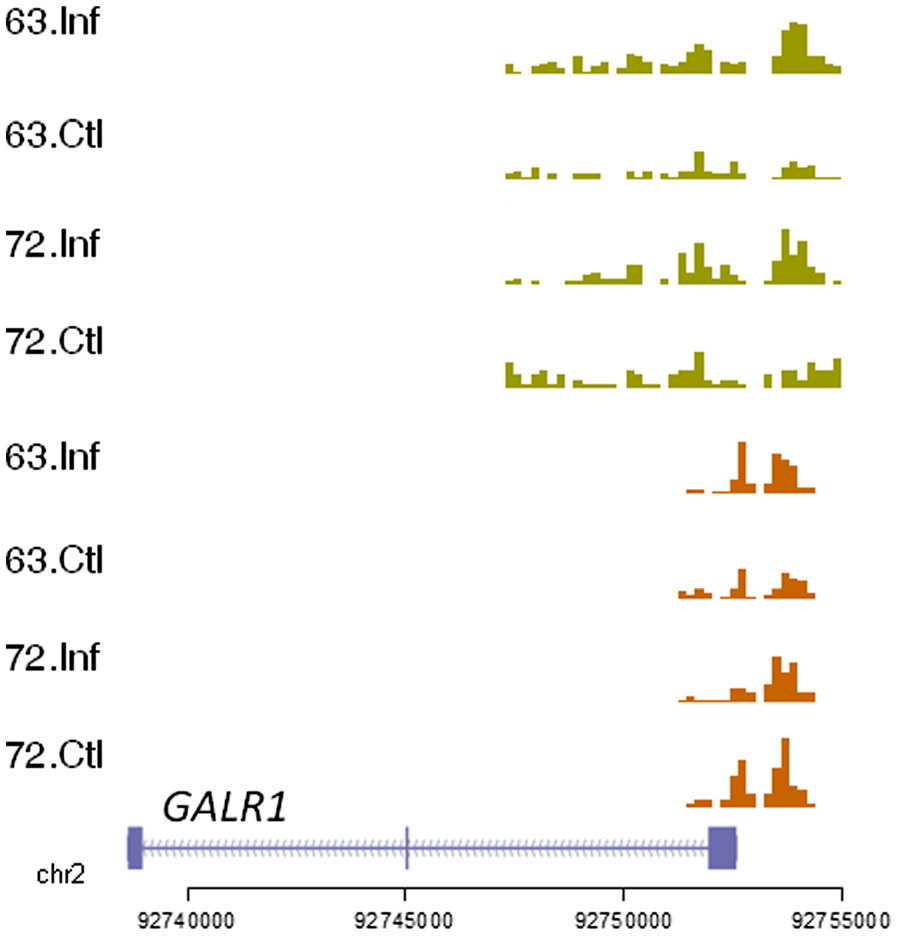
**Significant H3K4me3 and H3K27me3 enrichment around *GALR1.*** The anti-proliferative *GAL* receptor *GALR1* exhibited both active and repressive marks. There is no change in H3K4me3 levels but a definite increase in H3K27me3 levels after infection in line 7_2_.

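H3K27me3 at *GALR1* held 12.9 RPM in infected and 14.2 RPM in control birds of line 7_2_, and 14.8 RPM and 7.73 RPM in line 6_3_. The log2 ratio of infected over control was -0.45 (-0.99 to 0.11) in line 7_2_ and 0.55 (0.04 to 1.07) in line 6_3_. For H3K4me3 it was -0.32 (-0.85 to 0.22) in line 7_2_ and 0.28 (-0.18 to 0.73) in line 6_3_. None passed the negative binomial test, at p = 0.456, 0.460, 0.534 and 0.591 in this order.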

### Chromatin co-localization patterns reveal putative bivalent genes

Regions of chromatin having both active and repressive marks are said to be bivalent and have been shown to play important roles in development and genetic imprinting [31,32]. For example, bivalent domains have been shown to mark promoters of genes that are subsequently silenced in tumors by DNA hypermethylation indicating their importance in cancer [33]. A mono-allelic bivalent chromatin domain that controls tissue-specific genomic imprinting at a specific locus was recently found in mice [32]. To investigate the presence of such bivalent chromatin states and the possible effect of MDV infection, we defined bivalent genes as those having H3K4me3 reads (TSS ± 500 bp) greater than 30 reads per million mapped reads (RPM) and H3K27me3 reads (gene body) greater than 2 RPM, respectively (~85^th^ percentile). This filtering process yielded a list of 99 putative bivalent genes (Additional file 4).

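Both marks met at many regions of the thymus genome. In line 6_3_, 5857 H3K4me3 SERs (39.1%) of infected birds and 5395 (36.5%) of controls overlapped an H3K27me3 SER of the same birds by at least 1 bp. In line 7_2_ these numbers were 5593 (43.3%) after infection and 3509 (27.5%) in controls. With an overlap of at least 500 bp the shares were 32.1%, 34.1%, 38.4% and 20.1% in this order, so that in line 6_3_ the control had the higher share. These are overlaps of SERs, and cut-offs per gene were not applied because no gene annotation of galGal3 was used here. At equal read numbers, the shares at 1 bp were 32.5%, 24.4%, 36.2% and 27.5%. The order of the controls then turned, with 3271 such SERs in line 6_3_, while the share was higher in infected birds of each line.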

Functional annotation clustering of the above genes using DAVID [34,35] revealed significant enrichment of several immune-related functions. These included transcription factor *EGR1* which is reported to have tumor suppressor properties, genes involved in lymphocyte activation and differentiation such as *BCL6*, *CD4* and *SMAD3* and genes *TLR3* and *TIRAP* that are part of the toll-like receptor signaling pathway. Bivalent domains were also present on a variety of transcription factors with immune-related functions such as *CITED2*, a transactivator that regulates NF-κB, *MYC* a transcription factor associated with hematopoetic tumors and *RHOB* a Ras family homolog that mediates apoptosis in tumor cells after DNA damage. Moreover, all genes involved in the top five functional annotation clusters showed higher chromatin levels in line 7_2_ primarily after MDV infection (Additional file 5).

### Bivalent domains are altered in response to MD

We further investigated the effect of MD on bivalent chromatin domains observed on *BCL6*, *CITED2*, *EGR1*, *CD4* and *TLR3* (Additional file 1: Figure 5 and S7). Interestingly, three of these genes, *CITED2, BCL6* and *EGR1*, showed identical epigenetic and transcriptional signatures.

**Figure 5:**
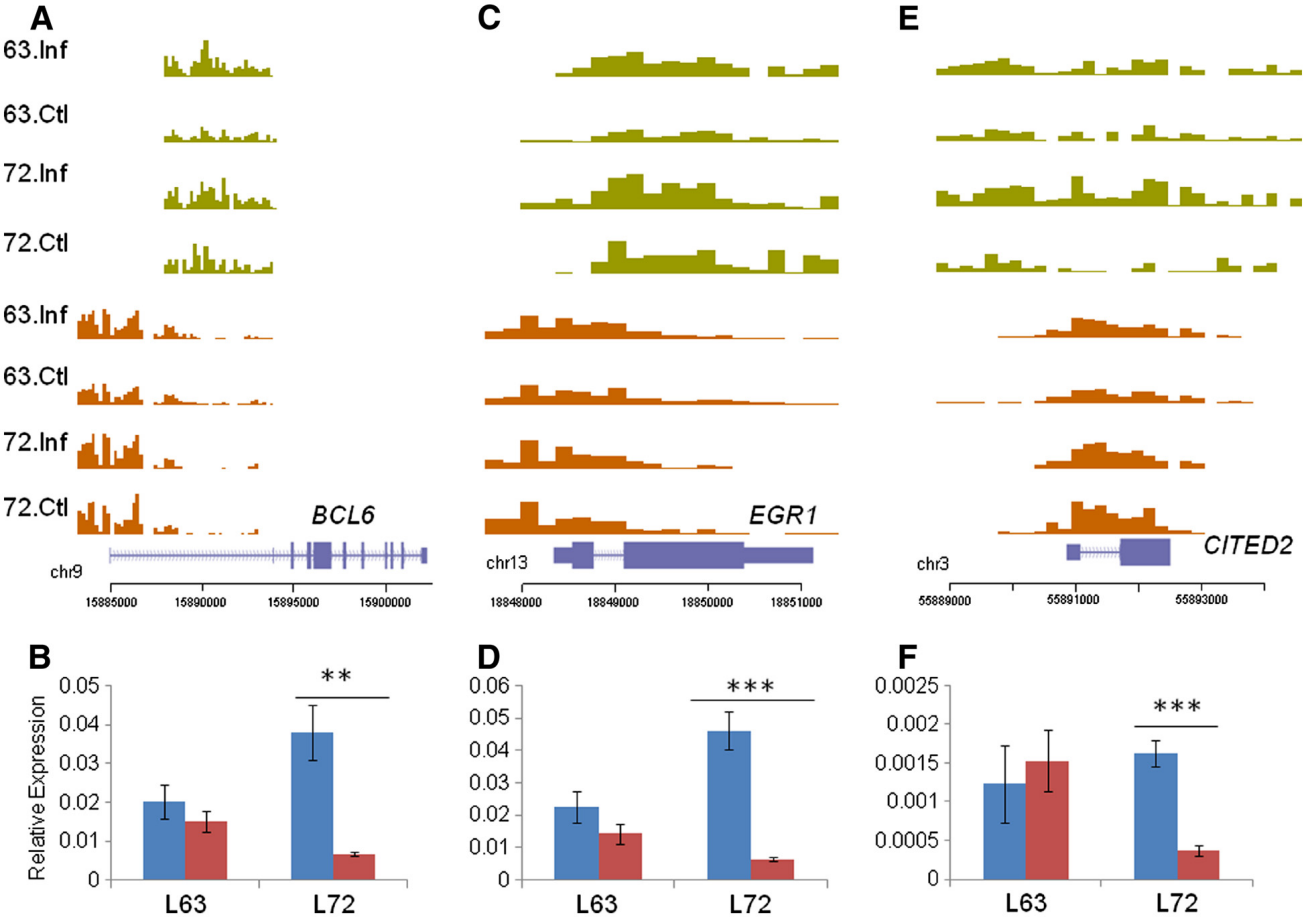
**Bivalent domains on transcriptional regulators are altered by MD.** H3K4me3 (orange) and H3K27me3 (green) profiles and associated transcript levels of *BCL6* (**A**, **B**), *EGR1* (**C**, **D**) and *CITED2* (**E**, **F**). In all three cases we observe a slight increase in H3K27me3 induced by MDV infection in line 7_2_ and a concurrent significant decrease in transcript levels while increase in active and repressive marks appear to cancel each other out in line 6_3_.

*CITED2* is a member of the p300/CBP co-activator family that has intrinsic histone acetyltransferase activity and plays a major role in regulating and coordinating multiple complex cellular signals to determine the expression level of a gene [36]. B-cell CLL/lymphoma 6 (*BCL6*) is a zinc finger protein that functions as a transcriptional repressor which was downregulated at 15 dpi in spleen tissues from F1 progeny (15I_5_ X 7_1_) of MD-susceptible chickens [20]. *EGR1* belongs to a group of early response genes induced by a variety of signaling molecules such as growth factors, hormones and neurotransmitters that is believed to play a major role in cell proliferation and apoptosis [37]. Overexpression of *EGR1* promotes tumor growth in kidney cells [38] but suppresses growth and transformation in other cell types, e.g. fibroblasts and glioblastoma cells [39].

In each of the above genes, both active and repressive chromatin marks were increased in response to infection in line 6_3_ chickens. However, in line 7_2_, there was a definite increase in H3K27me3 marks but no change in H3K4me3 (Figures 5A, C, E). 

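*BCL6*, *CITED2* and *EGR1* carried SERs of both marks in all 4 libraries. In infected compared to control birds of line 6_3_, H3K4me3 had log2 ratios of 0.18 (-0.07 to 0.43) at *BCL6*, 0.11 (-0.09 to 0.31) at *CITED2* and 0.05 (-0.10 to 0.21) at *EGR1*. H3K27me3 had log2 ratios of 0.41 (0.15 to 0.68), 0.36 (0.13 to 0.59) and 0.22 (-0.05 to 0.50). In RPM, *BCL6* went from 49.0 to 62.9 for H3K4me3 and from 27.6 to 48.1 for H3K27me3. Among autosomal ubiquitous SERs, the H3K27me3 ratios of the 3 genes lay at percentiles 74.5, 69.2 and 54.0. None of the 6 ratios passed the negative binomial test.

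**Figure D2:**
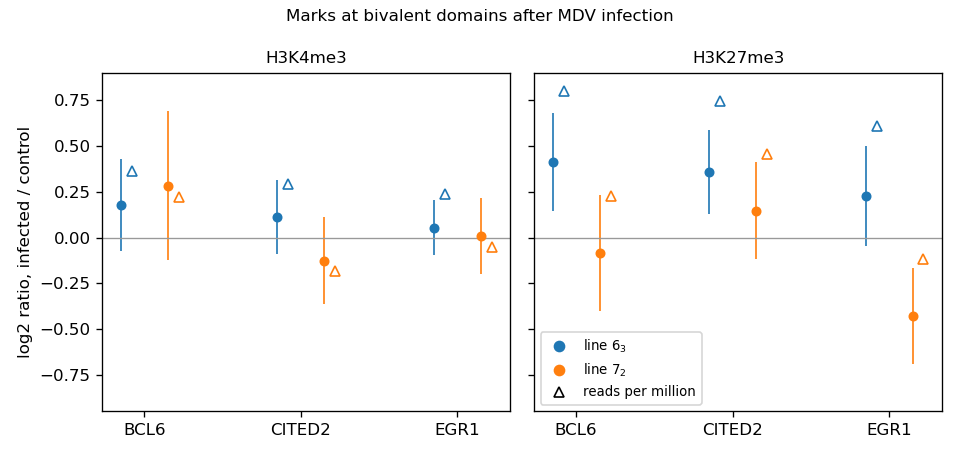
Log2 ratio of infected over control birds for H3K4me3 (left) and H3K27me3 (right) at *BCL6*, *CITED2* and *EGR1*, with line 6_3_ in blue and line 7_2_ in orange. Filled points are scaled by size factors with exact 95% intervals for counting error, and open triangles are ratios of RPM, which for H3K27me3 in line 6_3_ lie above the filled points, as at *BCL6* with 0.80.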

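In line 7_2_, H3K27me3 in infected over control birds had a log2 ratio of -0.08 (-0.40 to 0.24) at *BCL6*, 0.14 (-0.12 to 0.41) at *CITED2* and -0.43 (-0.69 to -0.16) at *EGR1*. As log2 ratios of RPM these were 0.23, 0.46 and -0.12. H3K4me3 had log2 ratios of 0.28 (-0.12 to 0.69), -0.13 (-0.36 to 0.11) and 0.01 (-0.20 to 0.22). None passed the negative binomial test, the lowest p being 0.324 for H3K27me3 at *EGR1*. From its profiles of both marks and the transcript levels, the paper proposes that in line 6_3_ the increases of active and repressive marks compensate for each other, while in line 7_2_ increased repressive marks go with lower transcript levels.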

Transcript levels were in agreement with this observation: infected line 7_2_ chickens showed a significant downregulation (*CITED2*: p=0.0004; *BCL6*: p=0.0048; *EGR1*: p=0.0005; Figures 5B, D, F), while there were no such changes in line 6_3_.

On the other hand, *TLR3* and *CD4* showed a slight increase in H3K4me3 marks after MDV infection while there were no appreciable changes in H3K27me3 levels. 

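H3K4me3 at *TLR3*, a receptor for double-stranded RNA, was 71.6 RPM in infected and 55.6 RPM in control birds of line 6_3_, and 82.2 RPM and 62.0 RPM in line 7_2_. The log2 ratios of infected over control were 0.18 (-0.05 to 0.42) and 0.47 (0.15 to 0.78). At *CD4* they were 0.05 (-0.07 to 0.17) and 0.0020 (-0.17 to 0.17). For H3K27me3 the log2 ratios in line 6_3_ and line 7_2_ were 0.32 (-0.30 to 0.97) and -0.98 (-1.67 to -0.29) at *TLR3*, and -0.47 (-1.09 to 0.15) and -1.02 (-1.79 to -0.25) at *CD4*. None passed the negative binomial test, and each H3K27me3 SER held between 31 and 63 reads per library.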

In keeping with the epigenetic changes, there was a small increase in gene expression in infected birds from both lines (Additional file 1: Figure S7).

## Discussion

Immune parameters that are known to play a major role in genetic resistance to MDV are correlated with innate immune responses, such as NK cell activity, production of nitric oxide and cytokines, such as, interferons. Recent studies have identified host cytokines such as IL-18 and IFN-γ that contribute to the initiation and continuation of latency [40]. However, cytokine levels can undergo rapid flux in response to infection, and consistent with this, we did not observe any epigenetic changes associated with these genes in the MHC-congenic lines used in our study (Additional file 1: Figure S8). This suggests the existence of other extrinsic factors responsible for transcriptional variations between resistant and susceptible chickens at this stage of the disease.

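*IL18* carried SERs of both marks in all 4 libraries. In infected over control birds, its H3K4me3 log2 ratio was -0.08 (-0.56 to 0.39) in line 6_3_ and 0.41 in line 7_2_, from 32 reads in control and 49 in infected birds. A 33800-bp H3K27me3 SER over *IL18* had log2 ratios of 0.45 (0.30 to 0.59) and -0.37 (-0.52 to -0.23). None passed the negative binomial test (p = 0.889, 0.504, 0.314 and 0.331). *IFNG* overlapped no SER. Its gene model, with bounds read from the paper's figure, held 3 to 22 H3K4me3 reads and 28 to 43 H3K27me3 reads per library. The H3K4me3 reads were 22 in infected and 8 in control birds of line 6_3_, a log2 ratio of 1.58 (0.36 to 2.96), and the test, which covers SERs, was not run there.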

A global comparison of histone modification levels in the two inbred chicken lines yielded some interesting results. As expected, a majority of SERs were found in all the experimental groups, indicating a high level of epigenetic similarity between the lines in addition to inherent genetic similarity. In the case of H3K27me3, the percentage of ubiquitous SERs was relatively low (23.4%), although this was likely due to lower precision of the peak caller for broad chromatin marks. Besides, most of the SERs detected in a subset of samples corresponded to regions of low enrichment, which may also be the reason behind the relatively low number of differential SERs detected in our study.

Genes that have been previously associated with MD and various other cancers showed differential marks that are either MD-induced (*MX1, CTLA-4, EAF2* and *GAL*) or line-specific (*IGF2BP1* and *MMP2*). The increase in H3K4me3 marks around the TSS of *MX1,* a gene with known antiviral properties, appeared to be correlated with upregulated expression in both lines in response to MDV infection. However, lowered overall mRNA levels in the resistant line suggest additional factors could be involved in the regulation of this gene. Similarly, increased mRNA levels of the lymphocyte surface marker *CTLA4* is possibly due to the presence of larger numbers of T cells in MDV infected birds as a result of higher levels of infection. *EAF2* functions as an apoptosis inducer in addition to being a tumor suppressor, and therefore, its downregulation could contribute to higher tumor incidence rates in line 7_2_. However, it is not clear why a significant increase in H3K27me3 levels did not have any effect on transcript levels in the resistant line.

*IGF2BP1* is believed to act by stabilizing the mRNA of the *c-myc* oncogene and therefore, the higher expression of this gene and a more stable c-myc gene product might play a role in increasing MD susceptibility in line 7_2_ birds via increased cell proliferation and transformation. The matrix metalloprotease *MMP2* is upregulated after infection in the resistant line 6_3_, similar to the previously observed increase at the neoplastic stage of MD. However, mRNA levels were similar in the two lines before infection contrary to the difference in H3K4me3 levels suggesting that additional factors are responsible for regulating this gene.

The correlation between observed differential histone marks and transcript levels was moderate at best. Indeed, differential H3K4me3 marks were strongly predictive of gene expression levels but the correlation between H3K27me3 and mRNA levels was relatively poor. There could be various reasons for this – indeed, H3K27me3 levels had a non-linear relationship with gene expression with higher marks showing little difference in the effect on expression. Therefore, in this tissue, the levels of H3K27me3 may not be a very good indicator of gene expression levels. Also, the transcription of these genes might be controlled by other factors with the change in H3K27me3 levels only incidental.

Bivalent domains were detected on transcriptional regulators *BCL6*, *CITED2* and *EGR1* and the galanin receptor *GALR1.* The epigenetic and transcriptional signatures observed on these genes indicated that they were poised at the latent stage of the disease, but with crucial differences in the two lines. Increased repressive marks in the susceptible line correlated with significant downregulation of the genes, while in line 6_3_, the increase in both marks appeared to compensate for each other with no eventual effect on gene transcription. This suggests that some ‘poised’ bivalent genes can become highly repressed even with a relatively small increase in H3K27me3 marks. The change in the chromatin levels could also be correlated with an increase in cell populations having the repressive mark. Taken together, the above findings point towards the existence of finely balanced epigenetic control of transcription, which may be necessary to mount a rapid response by the immune system. However, this machinery could potentially be hijacked by a pathogen and result in an aberrant phenotype. The effect of MDV infection on the bivalent domain on *GALR1*, in particular, suggests the repression and potential loss of its anti-proliferative effects. Thus, the galanin system possibly plays an important and hitherto unknown role in MD progression and could be a novel target for long-term control of the disease.

One of the major players in MDV-induced malignant transformation is Meq, a virus-encoded oncoprotein that has diverse functions, e.g. transactivation, chromatin remodeling and regulation of transcription. Meq interacts with and sequesters the tumor suppressor protein p53, resulting in the dysregulation of cell-cycle control [7] and inhibition of the transcriptional and apoptotic activities of the protein [41]. Several genes that show epigenetic changes in response to MDV infection have been associated with p53. Downregulation of *CITED2* stabilizes the p53 protein leading to its accumulation [42]. The *BCL6* gene product is believed to contribute to lymphomagenesis by inactivation of p53 [43]. Besides, *EAF2* has also been shown to interact with and suppress the function of p53 [28]. The downregulation of all of the above genes in susceptible birds after MDV infection points towards the increased production of p53 and a robust anti-tumor response. That we still observe higher tumor incidence rates in this line, suggests the presence of large amounts of inactivating viral Meq protein which, in turn, indicates that increased numbers of MD-infected cells are present in the susceptible line at this stage of the disease. A majority of tumors are believed to result from the viral transformation of CD4+ T cells some of which are infected at the latent stage of MD [44]. The larger number of virus-infected cells produced in the susceptible line is possibly due to lowered immunocompetence as a result of the early stages of infection. Thus, a more detailed investigation of the early cytolytic stage of MD is necessary to shed further light on the causes behind the divergent response to MD observed in these birds.

Whole tissues represent a mixture of various cell populations, and observed epigenetic changes might be due to a change in chromatin marks in a particular cell type or a variation in the relative number of cells carrying active or repressive histone marks. However, such *in vivo* studies are representative of the host response at a systems level wherein different cell types might interact in a cooperative manner to fight infection. Thus, while the study of pure cell populations is likely to yield greater discriminative power, the investigation of tissue macroenvironments is, perhaps, closer to reality.

This study focused on the thymus tissue as it is a major immune organ and contains a significant population of T lymphocytes in various stages of differentiation. Our earlier study of the MDV-induced transcriptome in these birds indicated the presence of line-specific differences at the latent stage of MD [45]. In addition, birds susceptible to MD suffer thymic atrophy during the early stages of infection [46], indicating the importance of understanding changes in this organ to elucidate the mechanisms involved in disease progression. Ongoing studies in our lab include other tissues, e.g. spleen [47], and a time-course through the various stages of infection, to further investigate the systemic effects of MD and the epigenetic basis of MD resistance.

## Conclusions

We studied the effect of latent MDV infection on two chromatin modifications in inbred chicken lines exhibiting different degrees of resistance to MD. Several genes showed changes in histone enrichment and this response was often significantly different between the two chicken lines. A detailed analysis of co-localization patterns of the chromatin marks revealed the presence of bivalent domains on a number of immune-related transcriptional regulators. More importantly, these domains showed marked changes in response to MDV infection and provide further evidence of the far-reaching epigenetic effects of MD. Our results suggest putative roles for the *GAL* system in MD progression. A majority of the differential chromatin marks are also suggestive of increased levels of viral infection in the susceptible line symptomatic of lowered immunocompetence in these birds at early stages of the disease. In summary, our study provides further insight into the mechanisms of MD progression while revealing a complex landscape of epigenetic regulatory mechanisms. Further work is necessary to fully elucidate the underlying mechanisms of MD, but our results suggest that this is a promising step towards a deeper understanding of this complex disease.

## Methods

### Animals and viruses

Two specific-pathogen-free inbred lines of White Leghorn either resistant (6_3_) or susceptible (7_2_) to MD were hatched, reared and maintained in Avian Disease and Oncology Laboratory (ADOL, Michigan, USDA). Four chickens from each line were injected intra-abdominally with a partially attenuated very virulent plus strain of MDV (648A passage 40) at 5 days after hatch with a viral dosage of 500 plaque-forming units (PFU). Infected and control chickens from both lines (n = 4) were terminated at 10dpi to collect thymus tissues. All procedures followed the standard animal ethics and use guidelines of ADOL.

### Quantification of MDV loads in thymus

The MDV gene *ICP4* was used for quantification of viral genomic DNA in thymus as previously described [48]. Quantitative PCR was performed by using 100 ng/μl of genomic DNA on the iCycler iQ PCR system (Bio-Rad, USA) and QuantiTect SYBR Green PCR Kit (Qiagen, USA) (Additional file 1: Figure S9). The relative MDV loads were determined by normalizing to a single-copy gene *Vim* (vimentin) [49]. The primers for *Vim* are as follows: Forward: 5’-CAGCCACAGAGTAGGGTAGTC-3’; Reverse: 5’-GAATAGGGAAGAACAGGAAAT-3’.

### Chromatin Immunoprecipitation and Illumina Sequencing

Chromatin immunoprecipitation (ChIP) was carried out using thymus samples from MDV infected and controls birds [50]. About 30 mg thymus samples from three individuals were cut into small pieces (1 mm^3^) and digested with MNase to obtain mononucleosomes. PNK and Klenow enzymes (NBE, Ipswich, MA, USA) were used to repair the ChIP DNA ends pulled down by the specific antibody. A 3′ adenine was then added using Taq polymerase and a pair of Solexa adaptors (Illumina, USA) ligated to the repaired ends. Seventeen cycles of PCR was performed on ChIP DNA using the adaptor primers and fragments with a length of about 190 bp (mononucleosome + adaptors) were isolated from agarose gel. Subsequently, cluster generation and ChIP-sequencing (ChIP-Seq) using the purified DNA was performed on the Solexa 1G Genome Analyzer (Illumina, USA) following manufacturer protocols. The antibodies used and the total number of reads obtained for each sample is listed in Additional file 6.

### Read mapping and summary counts

Sequence reads obtained from the Illumina 1G Genome Analyzer were aligned to the May 2006 version of the chicken genome (galGal3) using Maq version 0.7.1 [51]. Default alignment policies of Maq were enforced: a valid alignment could have a maximum of two mismatches and if a read aligned equally well to multiple places in the genome, one was chosen at random. If multiple reads mapped to the same genomic location only one was kept to avoid amplification bias. Summary read counts were calculated using non-overlapping windows of 200 bp for visualization and normalized to per million mapped reads in each sample for the purpose of comparisons.

### Identification of enriched regions

Summarized read counts were subjected to peak calling with SICER [52]. The source code was modified to include support for the chicken genome. Fragment length was specified to be 190. A window size of 200 bp and gap size of 400 bp was used for the analysis. The E-value for estimating significant peaks was set to 100. For the purposes of comparing different samples, SERs found in similar genomic regions of different samples were merged to obtain a consolidated list as follows: SERs from one sample were used to initialize the list. For each such region *M,* we searched for overlapping SERs in the next sample. In the case of an overlap between *M* and a significant region, *S*, the merged region was updated to include both *M* and *S*. This procedure was iterated over all samples to obtain a consolidated list of merged SERs.

### Gene annotation and genomic distribution of SERs

RefSeq and Ensembl gene annotations were downloaded from UCSC genome browser [53]. As there were only 4306 RefSeq genes in the database, we included Ensembl genes in our analysis to improve genome-wide coverage. There were 17858 annotated genes in the Ensembl database, which include validated and predicted genes. Redundancies between the databases were listed and accounted for, yielding a non-redundant list of 18198 genes with 4306 RefSeq genes and 13892 Ensembl genes. We then searched for overlaps between merged SERs and the non-redundant list of annotated genes. For H3K4me3, an SER was annotated with a gene if it overlapped the TSS region of the gene whereas in the case of H3K27me3, a valid overlap constituted an SER overlapping the gene body. To calculate the genomic distribution we counted all SERs having an overlap with one of the following regions: promoter (TSS ± 1 kb), exons, introns, 5’ UTR and 3’ UTR.

### Histone modification profiles and differential chromatin marks

Genes were divided into 10 sets based on their absolute expression and representative sets corresponding to high, medium, low and no expression were chosen for visualization. We defined the gene body as the region between the transcription start site (TSS) and the transcription termination site (TTS). Histone modification profiles surrounding the gene body were calculated in 3 distinct regions: 5000 bp upstream of the 5’ end, gene body and 5000 bp downstream of the 3’ end of the gene. For reads falling within the gene body, read counts were obtained in bins 5% of the gene length while 1000 bp windows were used for the 5’ and 3’ flanking regions. The read counts in all cases were normalized to the total number of genes in the categories and total number of reads in the sample. We also compared gene expression to histone modification levels by plotting normalized microarray data (Zhang, H. unpublished data) against reads mapping to (i) TSS ± 500 bp and (ii) the gene body for each gene.

Reads mapping to merged SERs were tested for epigenetic changes induced by MDV infection in lines 6_3_ and 7_2_ using DESeq [54]. We used the method ‘blind’ for variance estimation and p-values were corrected for multiple testing using the Benjamini-Hochberg FDR procedure [55]. Statistical significance was defined using a false discovery rate (FDR) threshold of 0.4.

### Validation of ChIP, ChIP-Seq and gene transcription by Q-PCR

Quantitative real-time RT-PCR was used to validate the quality of the ChIP and gene transcript levels on the iCycler iQ PCR system (Bio-Rad, Hercules, CA, USA). The real-time RT-PCR reactions were performed with a QuantiTect SYBR Green PCR Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. An online primer system ( http://frodo.wi.mit.edu/primer3/) was used to design the primers and four biological and four technical replicates were performed. The primer sequences are shown in Additional file 7.

### Data access

Raw and processed ChIP-Seq data discussed in this manuscript were deposited in the NCBI Gene Expression Omnibus (GEO) ( http://www.ncbi.nlm.nih.gov/geo/) under Series accession number GSE24017.

## Competing interests

The authors declare that they have no competing interests.

## Author contributions

AM performed the data analysis and wrote the manuscript. JL performed the ChIP experiments, sequence library preparation, validation of ChIP-Seq results and revised the manuscript. HMZ collected samples and revised the manuscript. JZS designed the experiments and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Figures S1 to S9. Supplementary Figures S1 to S9. Click here for file

Additional file 2 **Differential H3K4me3 marks. Genome-wide differential H3K4me3 marks produced by DESeq (FDR < 0.4) and the associated genes.** P-values from three contrasts are displayed as follows: 63: 63I vs 63N, 72: 72I vs 72N, 63v72N: 63N vs 72N. 63I: line 6_3_ infected, 63N: line 6_3_ control, 72I: line 7_2_ infected, 72N: line 7_2_ control. Click here for file

Additional file 3 **Differential H3K27me3 marks.Genome-wide differential H3K27me3 marks produced by DESeq (FDR < 0.4) and the associated genes.** P-values from three contrasts are displayed as follows: 63: 63I vs 63N, 72: 72I vs 72N, 63v72N: 63N vs 72N. 63I: line 6_3_ infected, 63N: line 6_3_ control, 72I: line 7_2_ infected, 72N: line 7_2_ control. Click here for file

Additional file 4 Putative bivalent genes from colocalization analysis of H3K4me3 and H3K27me3. Click here for file

Additional file 5 Functional annotation clustering of bivalent genes using DAVID. Click here for file

Additional file 6 Sequencing results showing raw and mapped reads for each sample. Click here for file

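Additional file 6 gives raw and mapped reads per sample, and the deposited files hold 1 read per location and strand. For H3K4me3 the files hold 4290849 and 5290357 reads of infected and control birds of line 6_3_, and 2664907 and 2227181 of line 7_2_. These are 42.9%, 52.8%, 35.9% and 49.3% of the mapped reads the paper reports. For H3K27me3 they hold 7178393 and 6337684 reads of line 6_3_ and 5651454 and 3454275 of line 7_2_, or 70.7%, 84.8%, 79.8% and 58.3%. Over all 8 libraries the share is 59.3%.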

Additional file 7 Primers used for quantitative PCR validation. Click here for file

# Supplementary material for: Marek’s disease virus infection induces widespread differential chromatin marks in inbred chicken lines
**Source:** BMC Genomics. 2012 Oct 16;13:557. doi: 10.1186/1471-2164-13-557
**Supplement:** Additional file 1 — Figures S1 to S9. Supplementary Figures S1 to S9.

Supplementary Figures

Marek's Disease Virus Infection Induces Widespread Differential Chromatin Marks in inbred chicken lines

Apratim Mitra¹, Juan Luo¹, Huanming Zhang², Keji Zhao³ & Jiuzhou Song^{1#}

Figure S1: Peak length distributions in different classes of SERs. Probability densities of peak lengths for ubiquitous, line-specific and condition specific SERs. Line-specific and condition-specific SERs predominantly correspond to low enrichment regions for both H3K4me3 (a-d) and H3K27me3 (e-h). 63_inf: line 6₃ infected, 63_non: line 6₃ control, 72_inf: line 7₂ infected, 72_non: line 7₂ control.

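In RPM per SER, nearly all line-specific and condition-specific SERs lay below most ubiquitous ones. Of the 2987 line-specific H3K4me3 SERs, 99.3% lay under the 25th percentile of ubiquitous SERs, which was 21.2 RPM. Of the 14075 line-specific H3K27me3 SERs, 98.4% lay under the corresponding percentile of 16.9 RPM. The shares for condition-specific SERs were 99.4% of 158 and 98.0% of 2680. Line-specific SERs were also shorter, with medians of 1200 bp for H3K4me3 and 2200 bp for H3K27me3, compared to 3400 bp and 7600 bp for ubiquitous SERs. A merged SER spans the overlapping SERs of all libraries in which it was found. Merging itself therefore lengthens ubiquitous SERs, and RPM per SER grow with length. In RPM per kb, 91.3% of line-specific and 90.5% of condition-specific H3K4me3 SERs lay under the 25th percentile of ubiquitous SERs, while for H3K27me3 these shares were 50.2% and 48.7%.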

H3K4me3

H3K27me3

63_inf

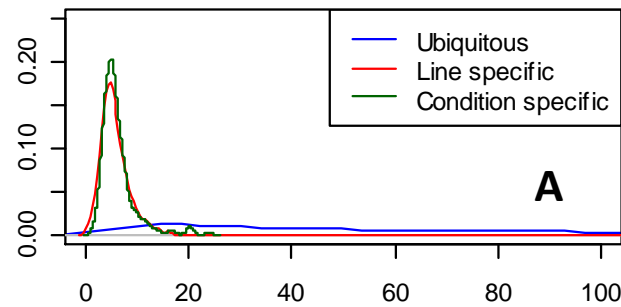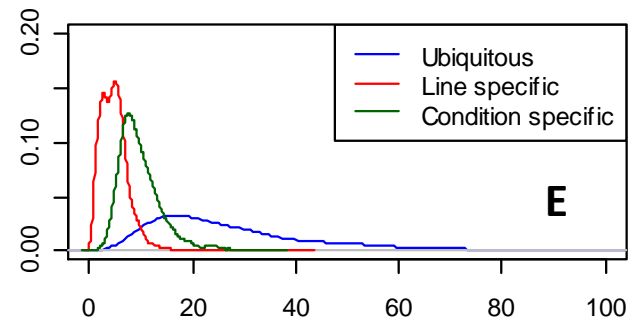

63_non

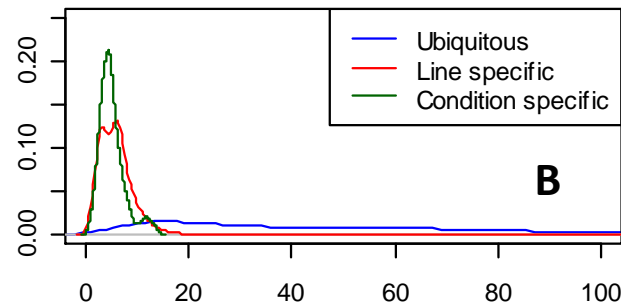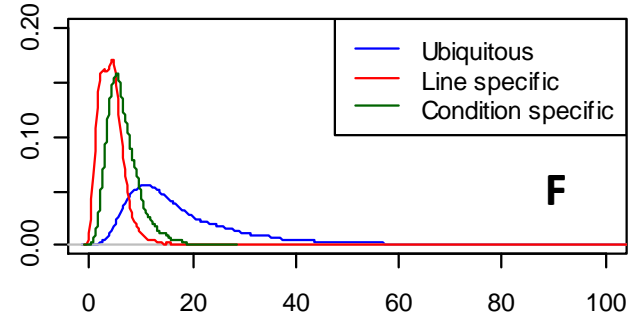

72_inf

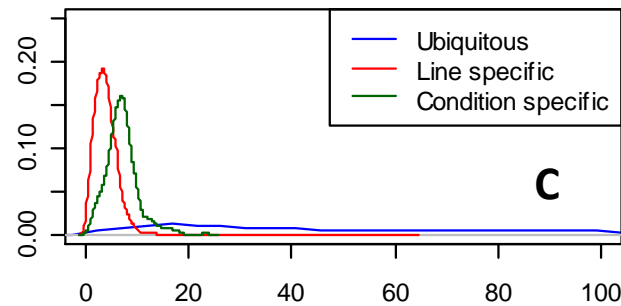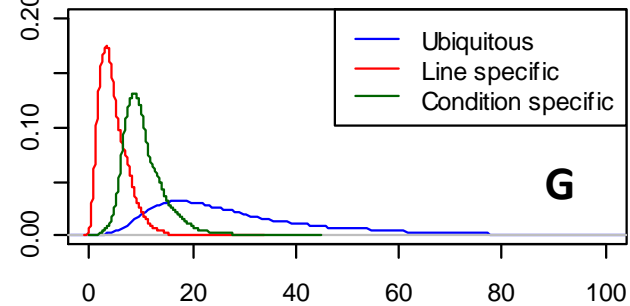

72_inf

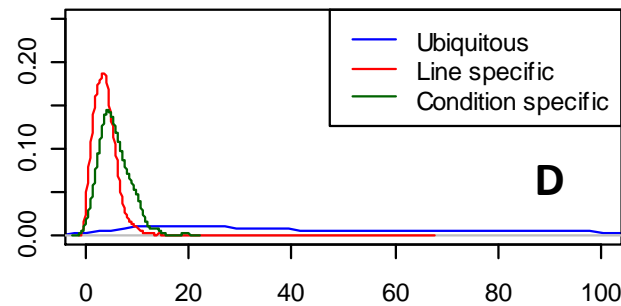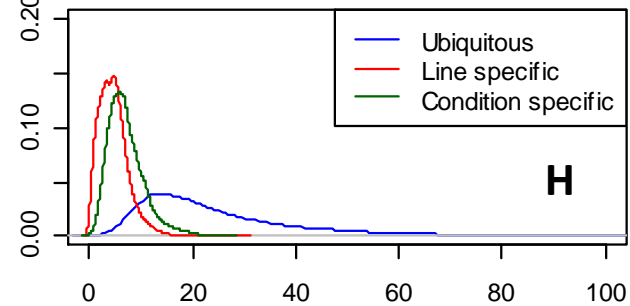

Reads

Reads

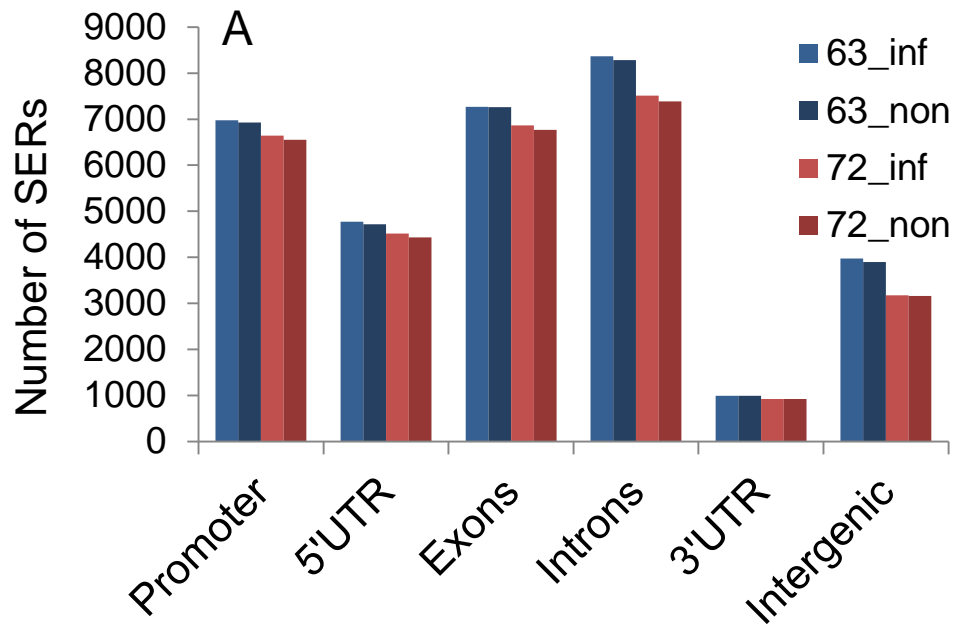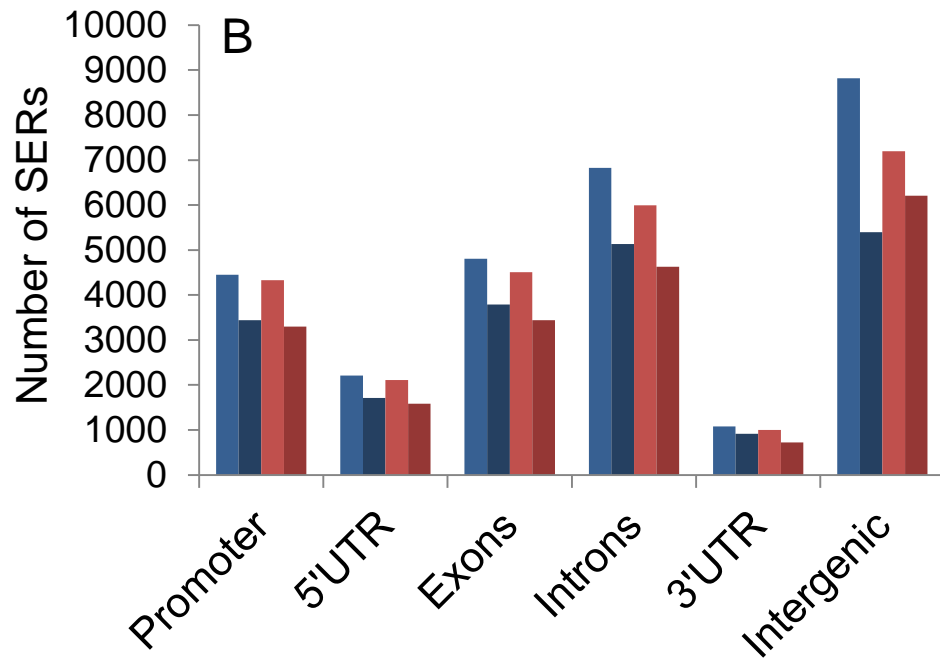

Figure S2. Distribution of SERs over different genomic elements

(a) H3K4me3 and (b) H3K27me3 SERs separated by samples. 63_inf: line 6₃ infected, 63_non: line 6₃ control, 72_inf: line 7₂ infected, 72_non: line 7₂ control.

Figures S3-5: Relationship between gene expression and histone marks.

Plots of histone modifications around the gene body (a & b) in genes having high, medium, low and no activity. We also compared epigenetic marks with transcriptional levels: H3K4me3 shows positive correlation with gene expression levels (c) while H3K27me3 exhibits a negative relationship (d).

S3: Line 6₃ control, **S4:** Line 7₂ control, **S5:** Line 7₂ infected.

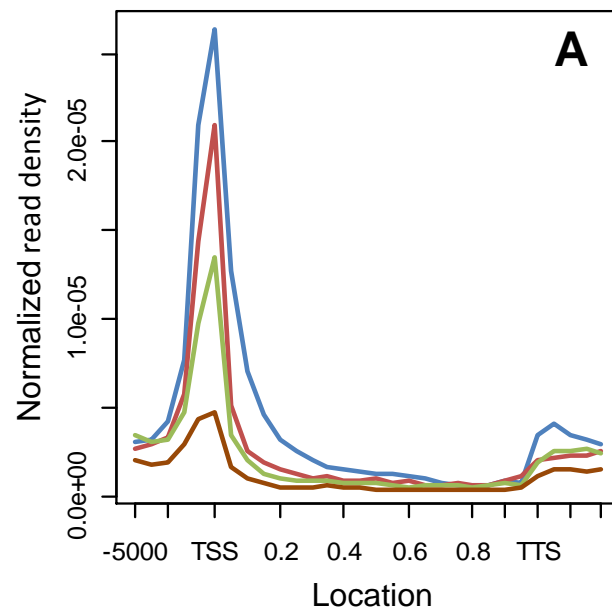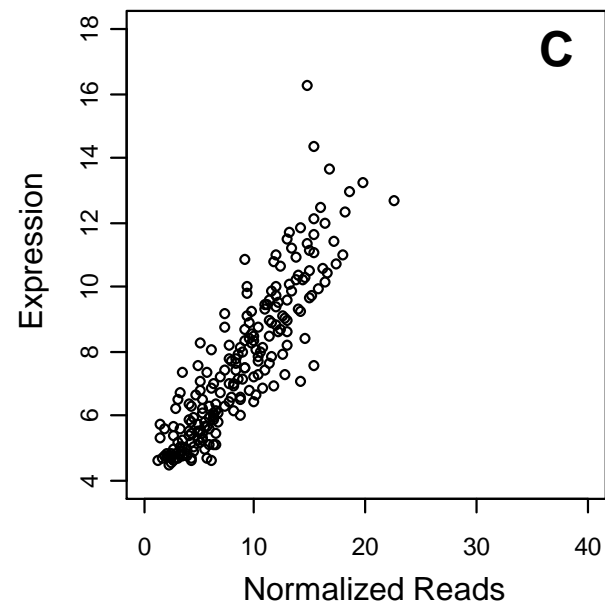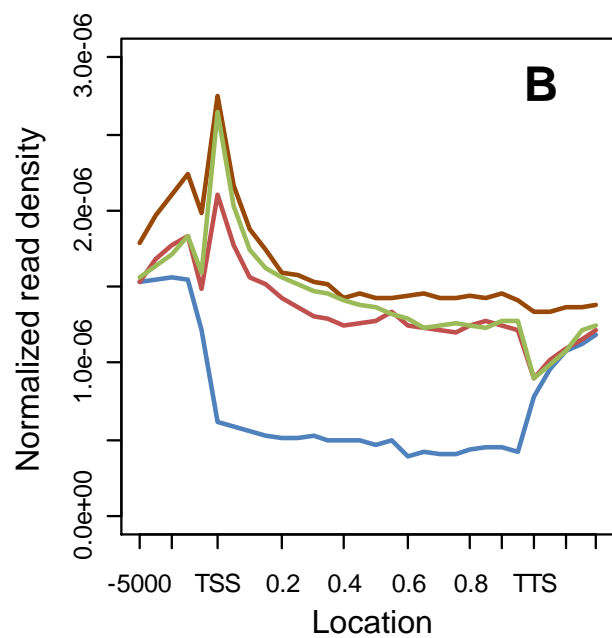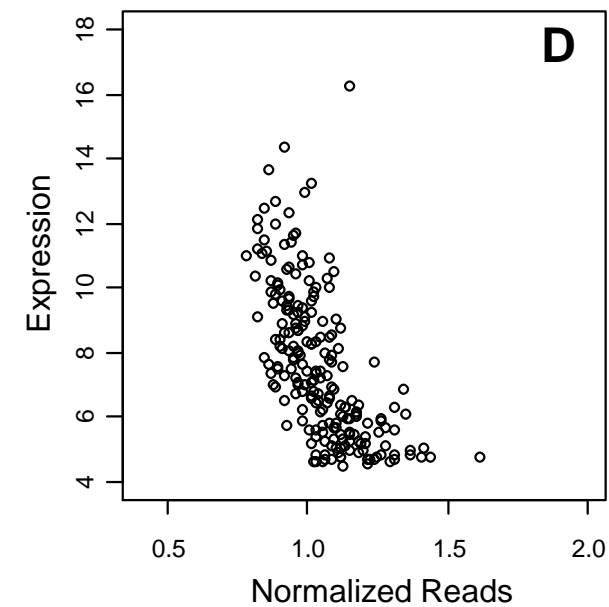

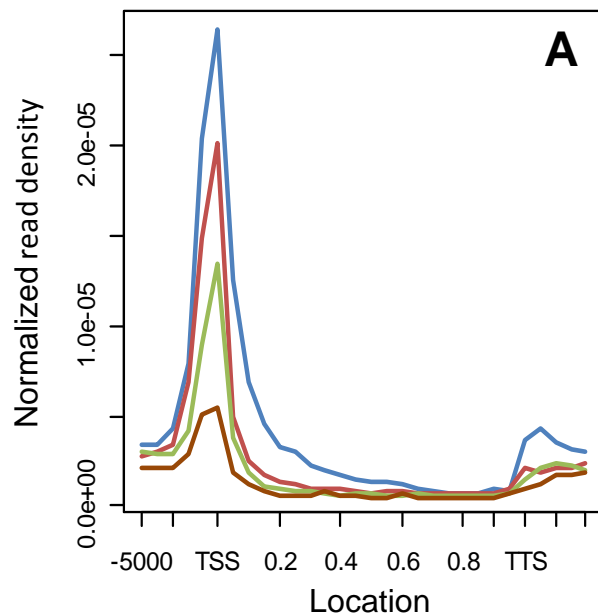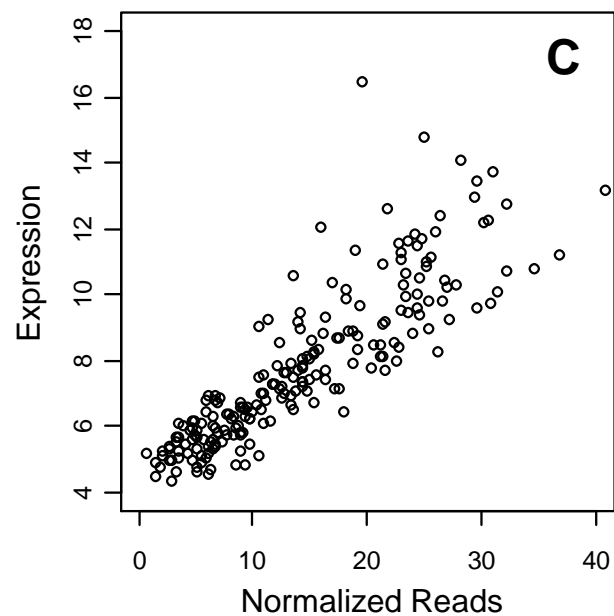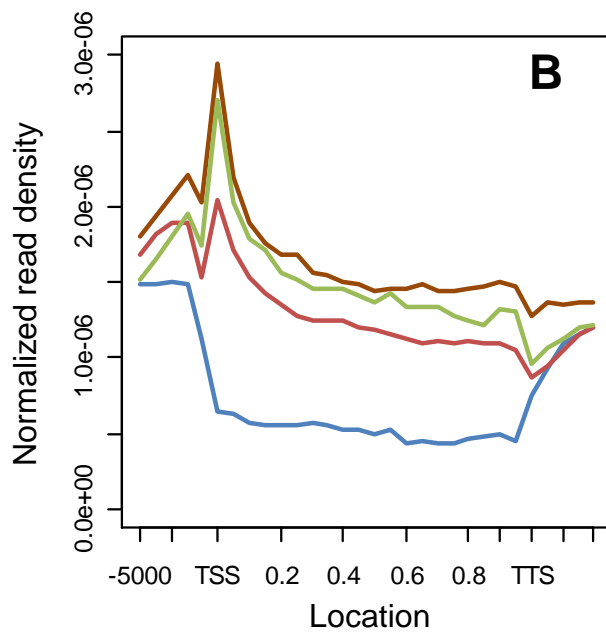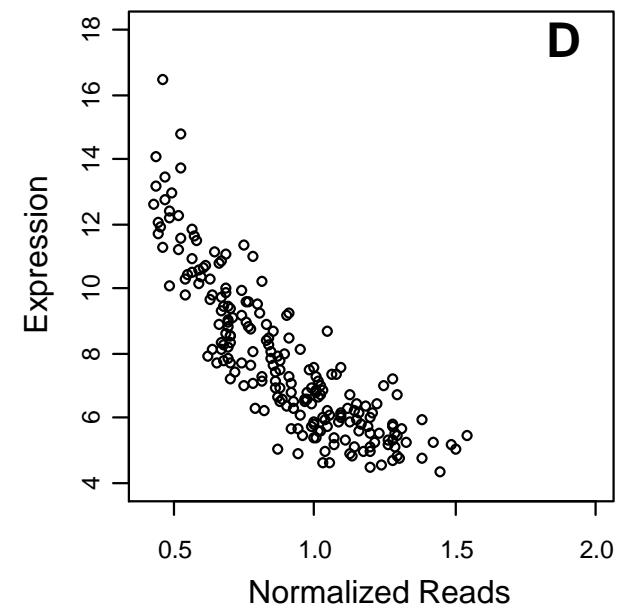

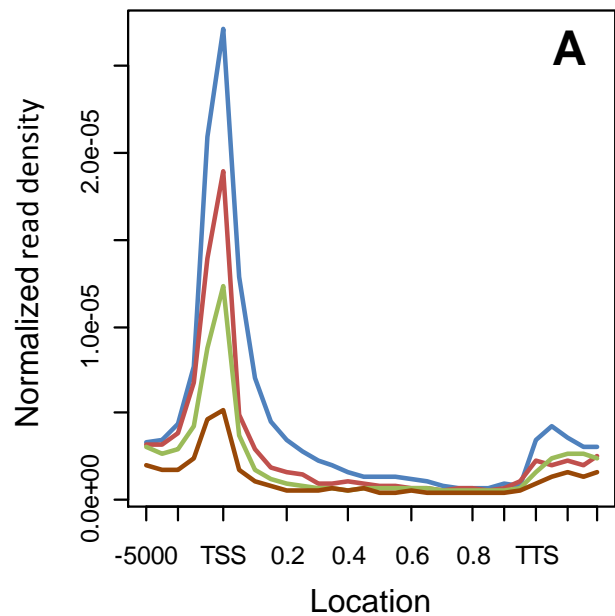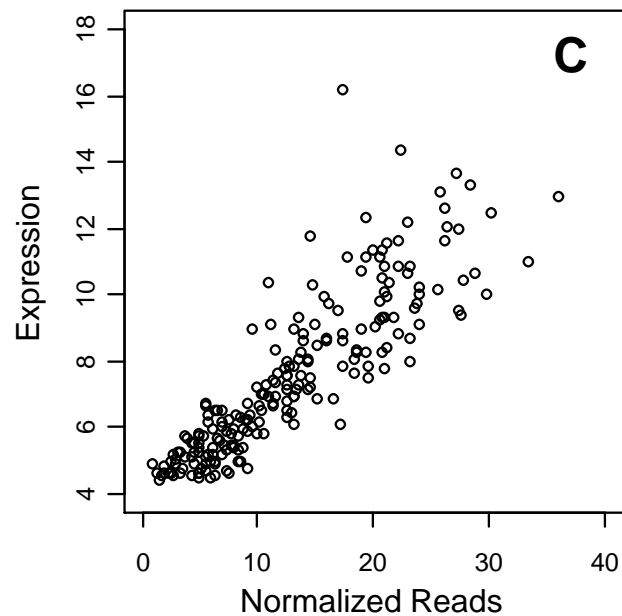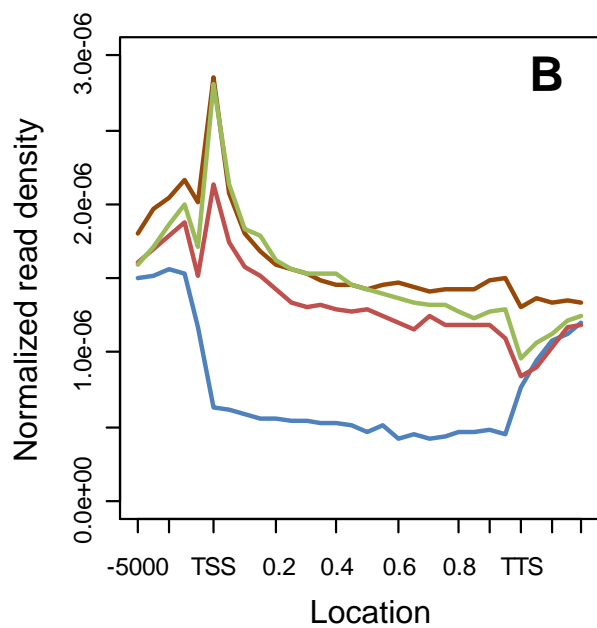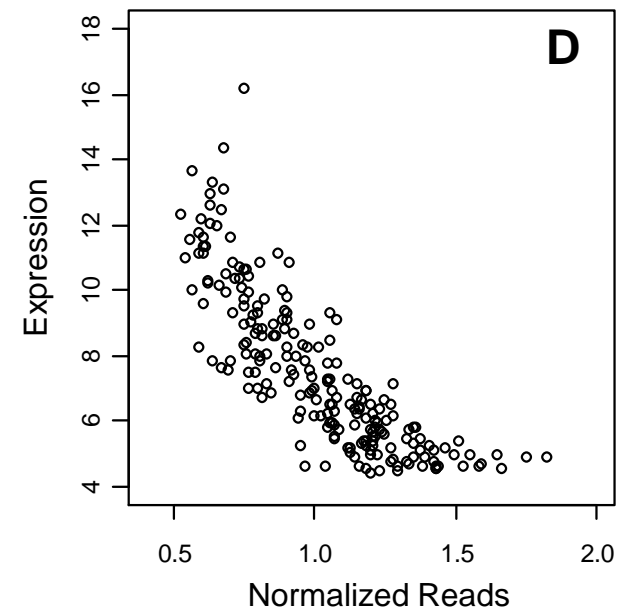

Figure S6: H3K4me3 and H3K27me3 marks around *GALR2*. No significant histone marks are observed on *GALR2*

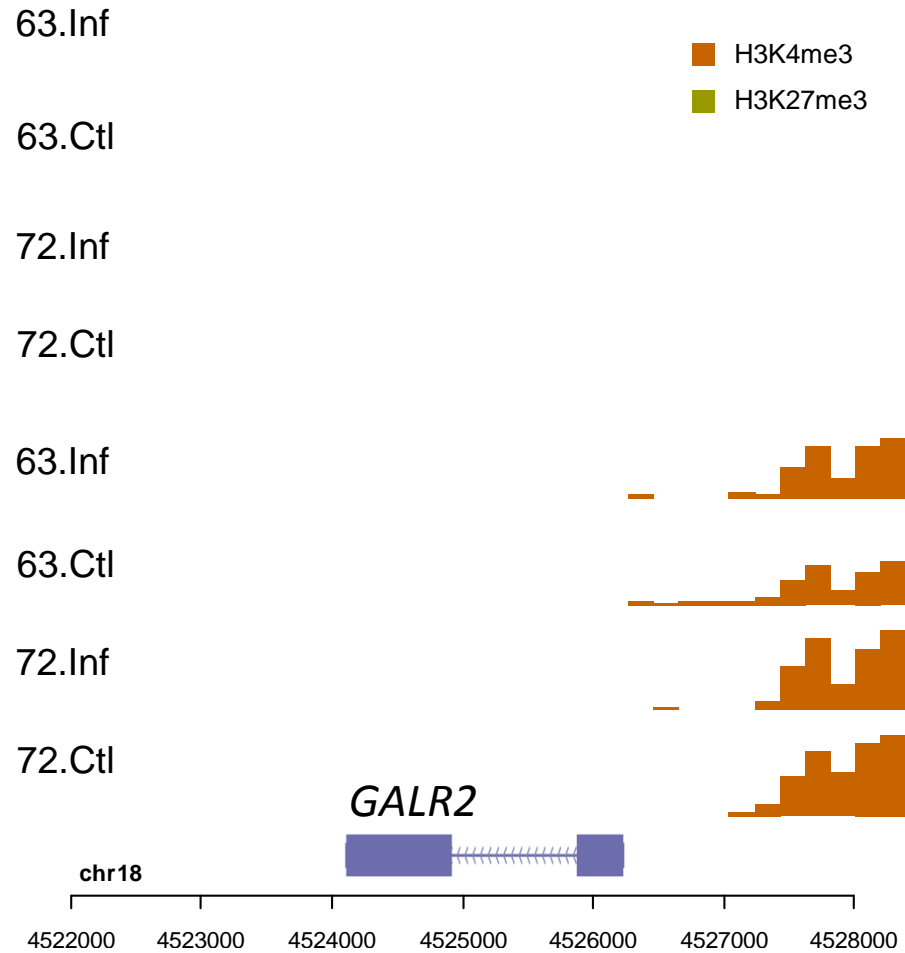

Figure S7: Bivalent domains on some genes are unaffected by virus infection. MDV infection has no effect on the bivalent domains or transcription levels of CD4 and TLR3.

A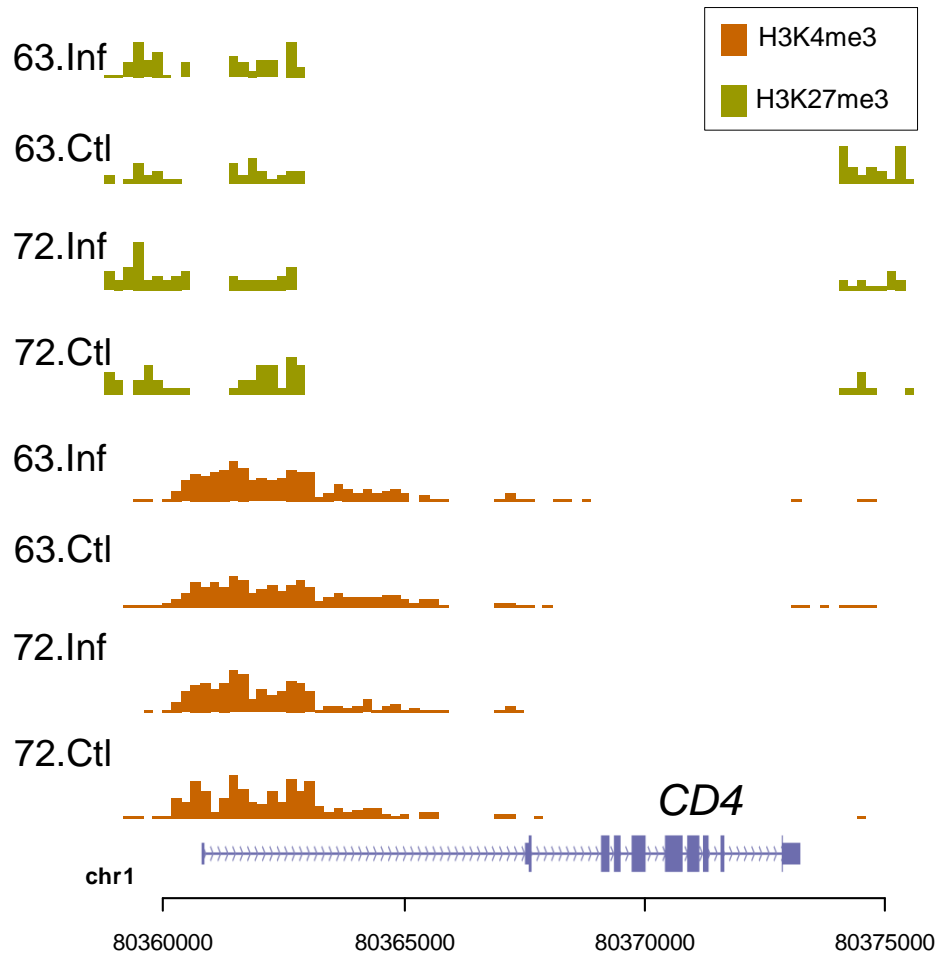

Relative Expression

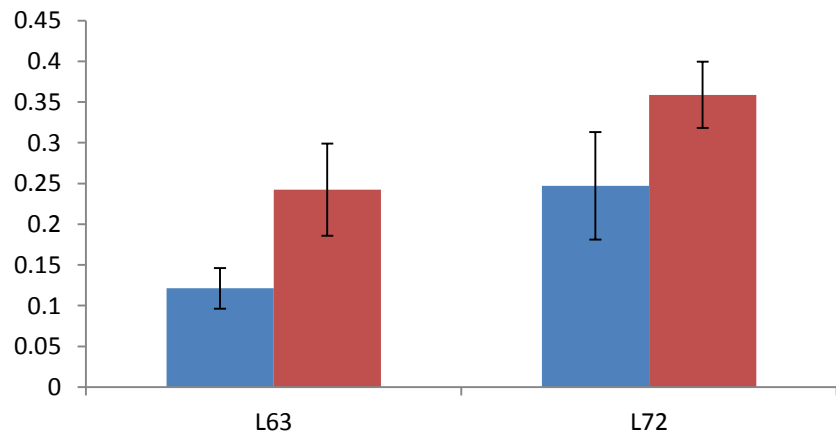**B**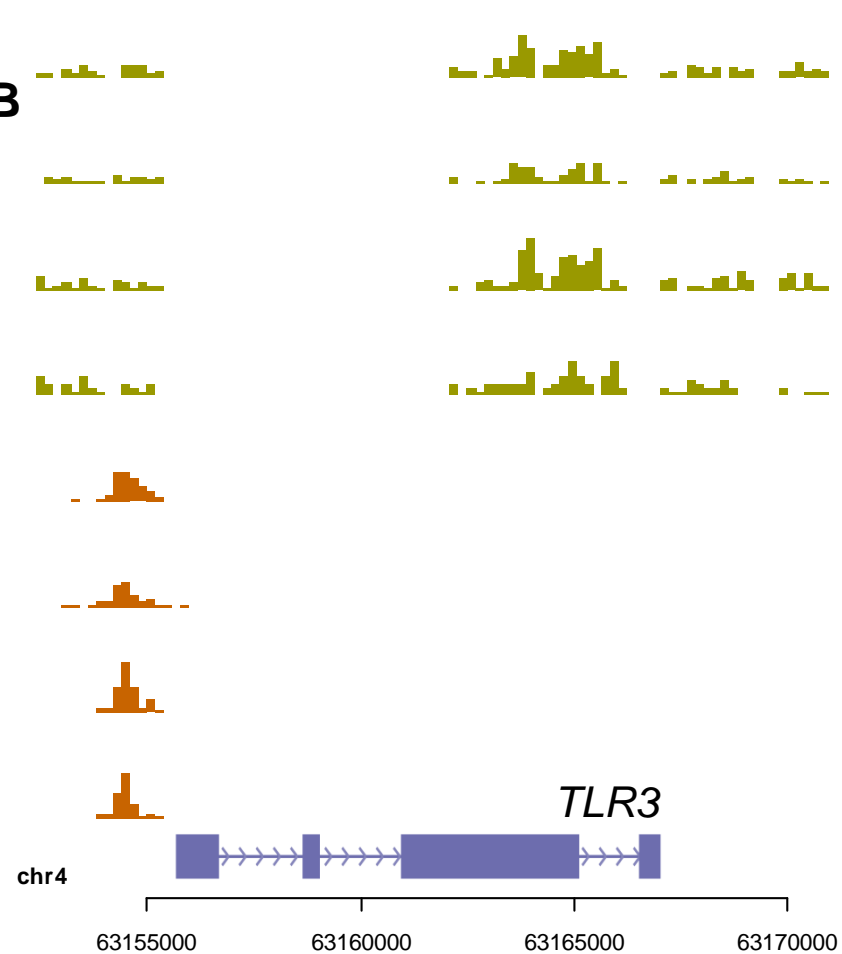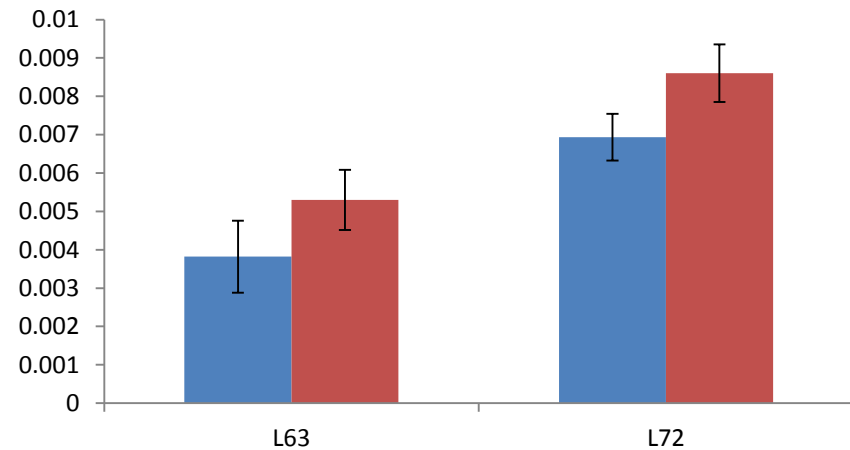

Figure S8: Epigenetic profiles of host cytokines (a) IL-18 and (b) IFN- γ . IL-18 does not show any notable changes in response to MDV infection while IFN- γ does not show any SER.

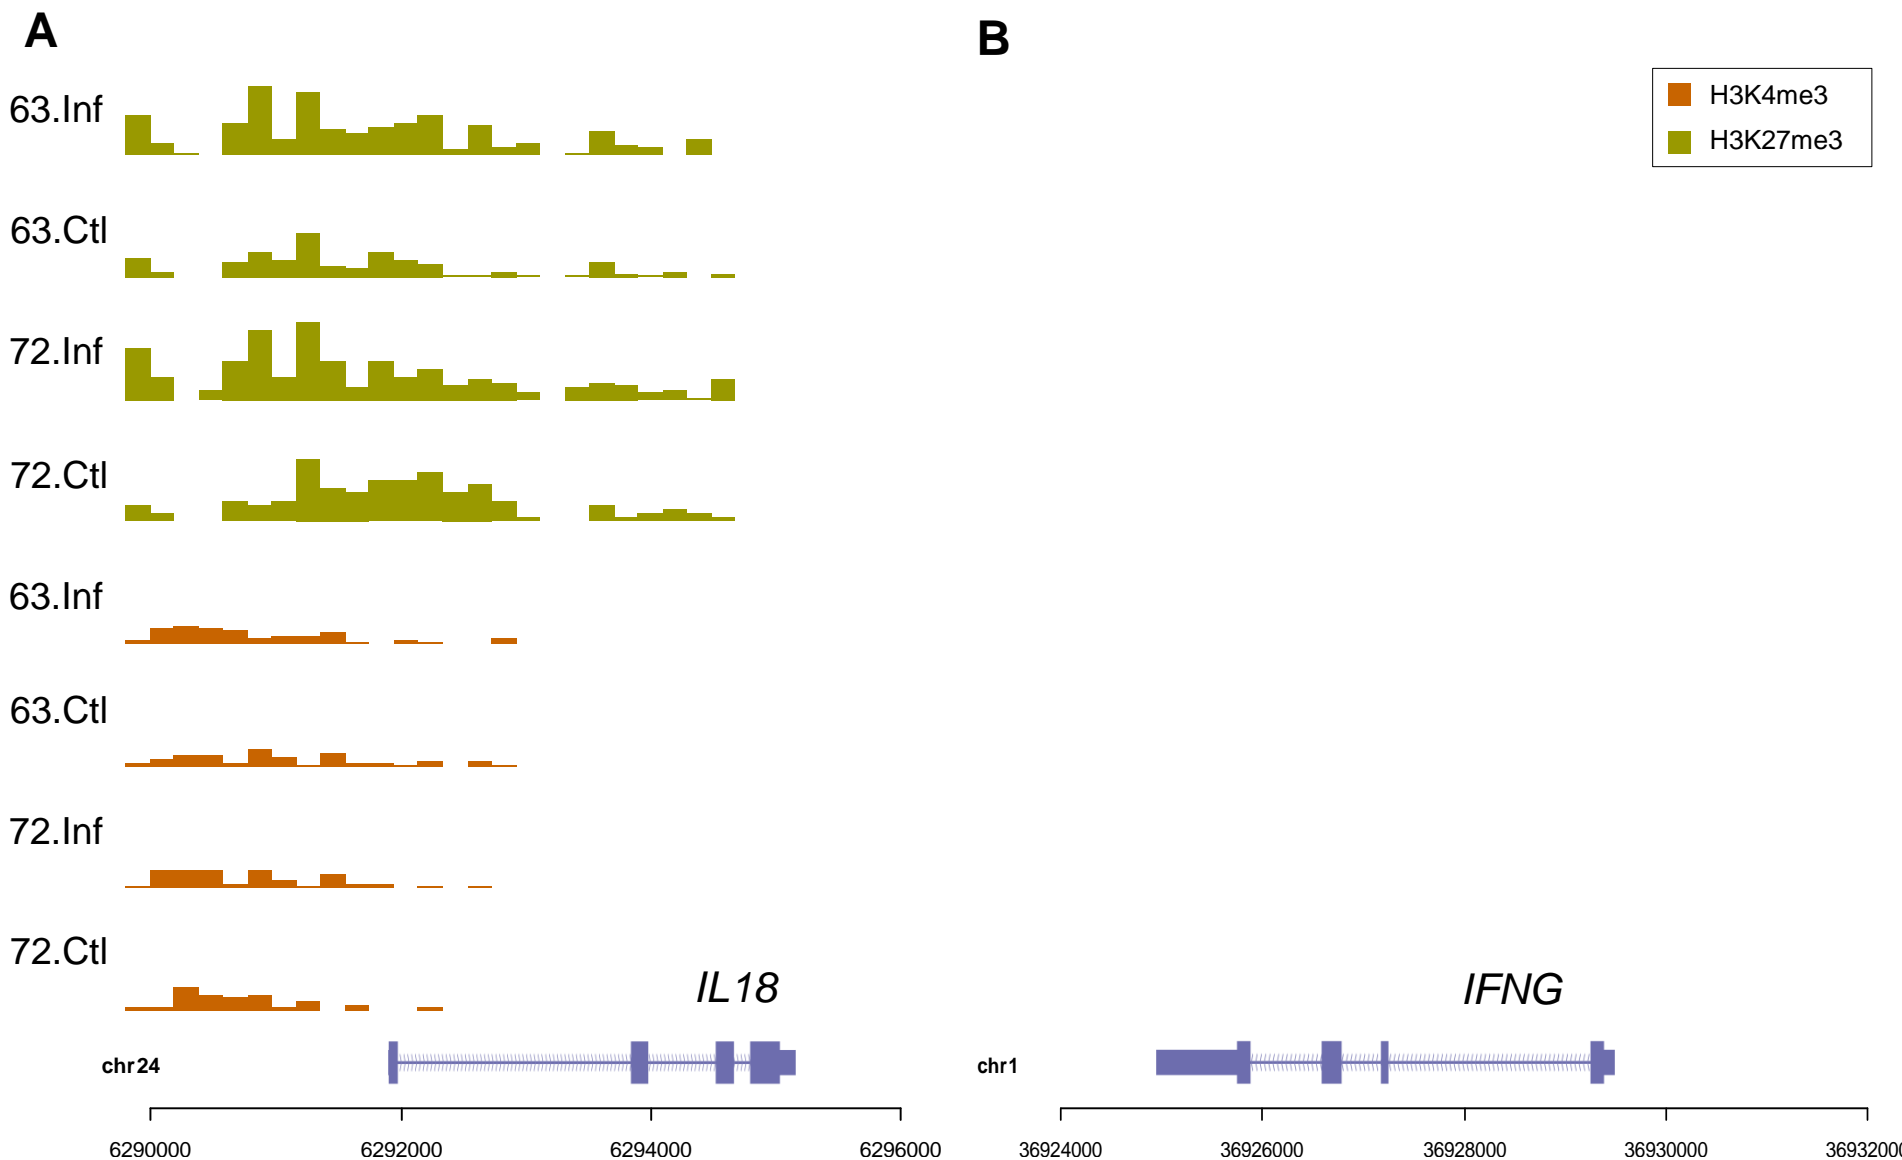

A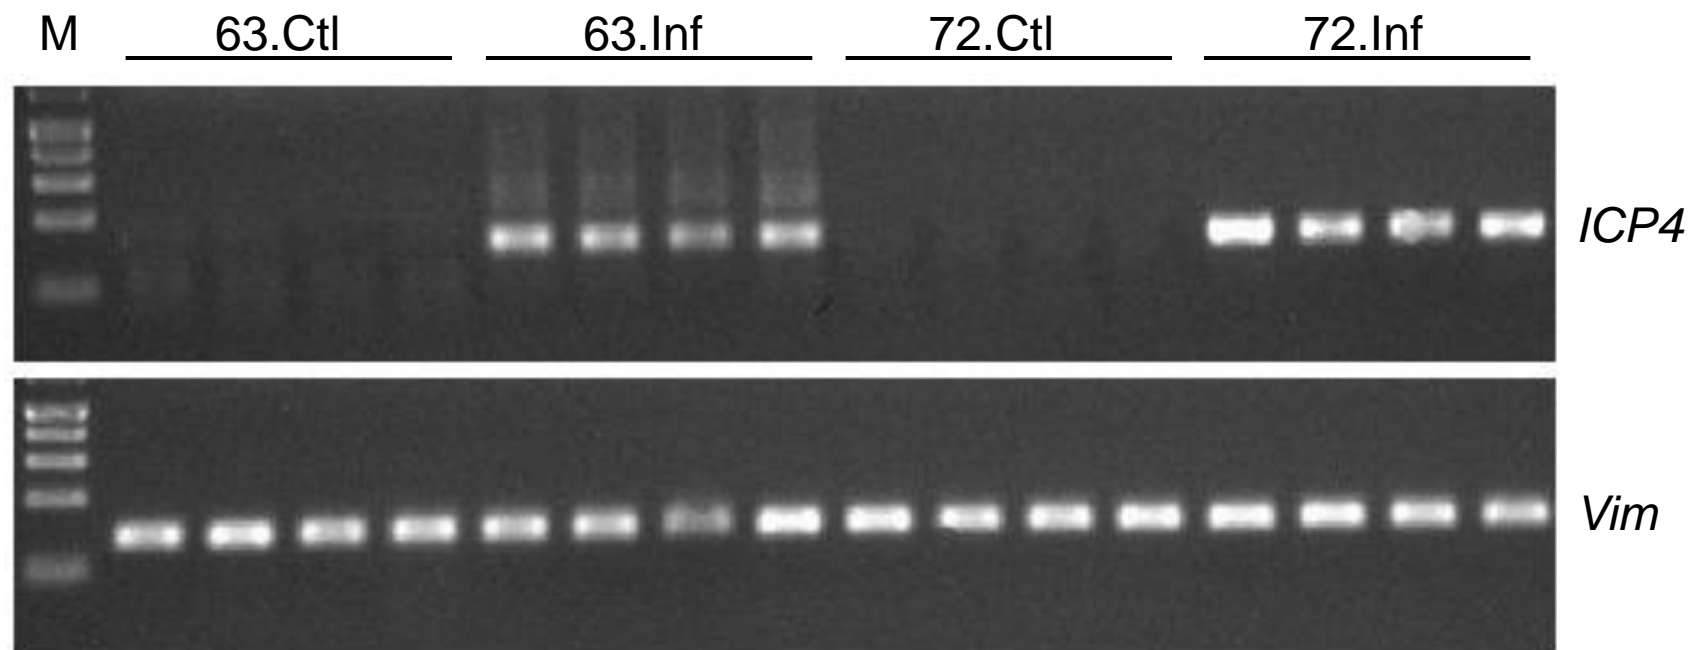**B**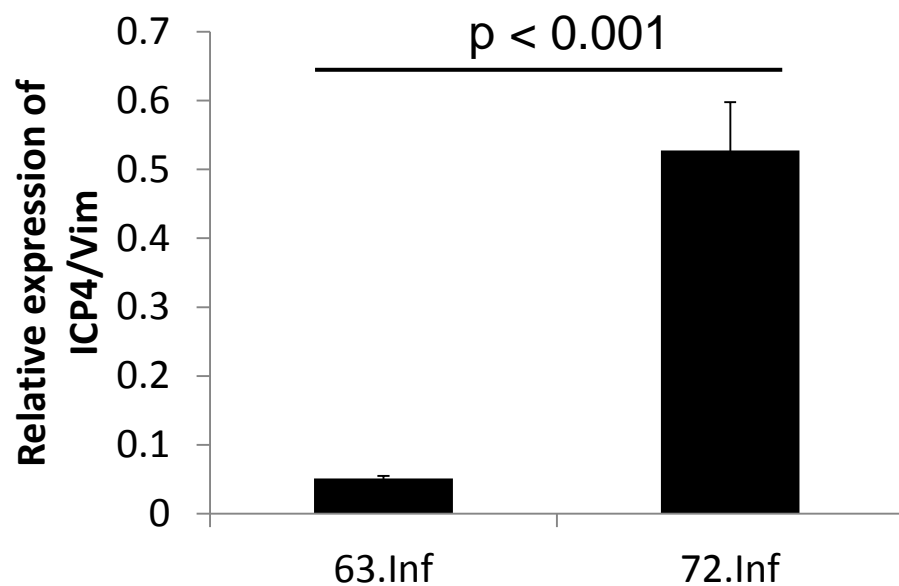

Figure S9: Quantification of virus loads in the MDV-challenge experiment using quantitative RT-PCR. The relative virus load is calculated by quantifying viral *ICP4* normalized to the single-copy *Vim* gene (mean $\pm$ SEM, $n = 4$). (a) Only infected birds from the two lines exhibit measurable virus loads, with (b) the susceptible line 7₂ having a significantly higher number of virus particles ($p < 0.001$).

How the deposited data were processed for this re-analysis (not part of the article)

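H3K4me3 and H3K27me3 were measured by ChIP-Seq in thymus of infected and control birds of lines 6_3_ and 7_2_ at 10 days post infection, with 8 libraries, each from a pool of 3 birds and 1 per condition and mark. The authors aligned 36-bp reads of the Solexa 1G Genome Analyzer to galGal3 with Maq 0.7.1, allowed 2 mismatches, placed a read with several matches at random at one of them, and kept 1 read per genomic location. The deposited files hold 1 line per aligned read with its start, end and strand, and no normalized value. Checked on the files, every read was 36 bp long, 0 reads shared a chromosome, start and strand, and all were named as matches without mismatch. Sample conditions were taken from the labels and checked against Additional file 6. The authors called SERs with SICER and tested them with DESeq.

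Everything else was computed here from the reads, with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Each read was moved by 95 bp, for a fragment of 190 bp, towards the fragment's centre and counted on placed chromosomes. SICER's calling without a control library was reimplemented with windows of 200 bp, a window p of 0.20, a gap of 400 bp, an E-value of 100 and an effective genome fraction of 0.9 of the length covered by placed chromosomes. The minimum number of reads per window is a whole number and came to 2 to 3 for H3K4me3 and 2 to 4 for H3K27me3. SERs of the 4 libraries of a mark were merged where they overlapped by at least 1 bp, and classed by the libraries in which they were found.

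Reads in merged SERs were scaled by size factors (median of ratios). The paper does not name its scaling, and its counts of differential SERs were mostly closer to those with RPM. Reads were then tested with a conditional negative binomial test, reimplemented after the authors' method. Its dispersion was fitted with the 4 libraries of a mark taken as 1 group, and p-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.4. Log2 ratios in tables of all SERs include a prior of 0.5 reads. Ratios at named regions have no prior, and their exact conditional binomial 95% intervals cover counting error only. A ratio against a library without reads was computed against a floor of 3 reads. The comparisons were infected against control in each line and line 6_3_ control against line 7_2_ control. With 1 library per condition, p-values compare libraries and not conditions, and no p-value across genes is given.

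The calling was tested on simulated data. With random background at the depth of the H3K4me3 libraries, 96 SERs were called in the simulated line 6_3_ infected library and 97 in the line 7_2_ control library, where the E-value gives 100. Of 200 simulated regions at 4 times the background, 95.0% and 69.0% were found in these libraries, and at 8 times 100% in both. The blind test was tested on counts drawn for the real SERs with 200 of them changed, 100 by 4-fold and 100 by 16-fold. For line 6_3_ infected against control and H3K4me3, with the change split between both libraries, 90% of the 4-fold and 100% of the 16-fold changes were recovered among 15601 SERs, with 46 unchanged SERs called. With the change raised in the infected library alone, 64% and 46% were recovered, fewer at 16-fold than at 4-fold. The changed SERs then made up 28.0% of the highest 1% of means and entered the blind dispersion fit. With the dispersion fitted on the unchanged SERs, 95% and 100% were recovered, and the unchanged SERs called rose from 35 to 171. In this simulated setting the blind dispersion fit thus made the test miss part of the large gains at strongly enriched regions. It may do so in the data as well, where the share of changed SERs is not known. For H3K27me3 in the same comparison over 31352 SERs, 34% of the 4-fold and 95% of the 16-fold gains in the infected library were recovered. In line 7_2_ these shares were 53% and 57% for H3K4me3 and 18% and 77% for H3K27me3, and between controls, for gains in line 6_3_, 52% and 51% and 29% and 87%. With SERs lowered in the infected library of line 6_3_, 71% and 94% were recovered for H3K4me3 and 33% and 73% for H3K27me3. The split and lowered changes and the fit on unchanged SERs were added after the low recovery had been seen.

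Named genes followed a rule fixed in advance, when the values in the paper's tables had been seen. It took the genes the paper names with a region in its additional files or figures, the regions listed for infection in Additional file 2, *HAPLN1*, and for each mark the 10 listed regions with the largest log2 ratio between controls past the threshold. Windows of genes shown only in figures were read by eye and the overlapping SER was used. *GALR2* and *IFNG* overlapped none, so the gene model drawn in the figure was used. Of 10 gene lists (interferon-stimulated and antiviral, T-cell activation, thymocyte, B cell, myeloid, matrix, thymic epithelium, erythroid, MHC and developmental regulators), members with a known region were used. These lists were also fixed after the paper's tables had been seen. The thymocyte list had *CD4* and the B cell list *BCL6*, with 0 calls each, and the lists of thymic epithelium and erythroid genes had 0 genes with a region.

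The alternatives tried were other effective genome fractions, a stricter E-value, libraries thinned to equal read numbers, all sequences of the genome, a stricter overlap, reads not moved, scaling by RPM or by ubiquitous SERs, dispersion over the compared libraries, a filter on low counts, an FDR of 0.05, autosomes alone, subtraction of background and a co-localisation of 500 bp. Genomic distribution over gene parts, cut-offs per gene, functional annotation and relations with expression were not analysed here, because they need a gene annotation of galGal3 or expression data.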

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

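The tests on sex chromosomes, the tests on read depth in each line, and the test of the whole-number minimum of reads were chosen after the result was seen. The tests on *BCL6*, *CITED2* and *EGR1* and on the share of reads inside SERs were set before it.

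Chromosome W, which the paper does not discuss, held more RPM in infected than in control libraries, by ratios of 2.25 and 2.88 for H3K4me3 and 1.26 and 1.5 for H3K27me3 in lines 6_3_ and 7_2_. Reads on chromosome Z in SER-free windows of 10 kb, relative to autosomes, were lower in all 4 pairs, the highest of the 4 ratios of infected over control being 0.668. Their mean was 0.643, so a change of marks in enriched regions of Z alone is argued against. A property of the libraries that moves reads between chromosomes is argued against by the autosomes over 20 Mb, the lowest of whose mean ratios was 0.965, although chromosome 12 alone was at 0.885 for H3K27me3 in line 6_3_. A larger number of female birds in the infected pools may account for both shifts, as birds with a W have a single Z, with the lowest W ratio at 1.26, but their sex is not given in the labels, so the infection comparisons at Z-linked and W-linked regions carry this difference.

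RPM at *BCL6*, *CITED2* and *EGR1* were higher in infected than in control birds of line 6_3_ for both marks. Scaled by size factors, the median percentile of the 6 log2 ratios among autosomal ubiquitous SERs was 68.1 and the highest was 79.0, which argues against a gain at these genes beyond that of other ubiquitous SERs. A library-wide difference in the share of reads inside SERs is consistent with these values. A gain of both marks at ubiquitous SERs as a whole stays open. Size factors would remove much of it, and the percentiles are taken among these same SERs.

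H3K27me3 SERs were more numerous in the infected libraries. At equal read numbers the ratio was 1.31 in line 6_3_, which argues against depth as the whole cause there, and 1.05 in line 7_2_, where depth may account for it. With equal reads inside and outside merged SERs the lower ratio of the lines was 0.905, but this step also removes a real gain of the mark. The whole-number minimum of reads per window may add to the difference, since the lowest ratio at other genome fractions was 1.01. A gain of H3K27me3 with infection stays open.

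Among regions that the paper does not list, an H3K4me3 SER on chromosome Z from 27927001 to 27956400 was higher in the infected libraries. Its log2 ratios were 1.23 in line 6_3_ and 1.09 in line 7_2_. It lies near listed regions of ENSGALG00000018479, from 27964801 and from 27968601, which were also higher in the infected libraries of both lines. Infected and control pools differed in their reads on Z and W. Infection can therefore not be told apart here from a possible difference in sex between the pools. An H3K4me3 SER on chromosome 1 from 34415601 to 34418200 held 812 reads in line 6_3_ controls and 0 in line 7_2_ controls, a log2 ratio of 7.10 against the floor of 3 reads, with an exact 95% lower limit of 6.80. In infected birds it held 954 reads in line 6_3_ and 2 in line 7_2_. The listed region of NM_205429, from 34419601, lies near it and had a log2 ratio of 5.68 between the controls. An H3K27me3 SER on chromosome Z from 71506001 to 71538200 had a log2 ratio of -3.01 for infected over control birds of line 6_3_. It held 39.3 RPM in infected and 242.4 RPM in control birds of this line, and 42.8 RPM and 48.1 RPM in line 7_2_. The line 6_3_ control library thus stood apart from all others. The difference in reads on Z between the pools applies to this region as well. An H3K27me3 SER on chromosome 28 from 47001 to 62200 had a log2 ratio of 3.49 for line 6_3_ over line 7_2_ controls. These were found by their p among SERs outside the paper's lists.

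At 7 named regions the intervals of the H3K27me3 ratio of infected over control lay above 0 in one line and below 0 in the other, and the difference between the lines was not tested. The log2 ratio in line 6_3_ minus that in line 7_2_ was 0.82 at *IL18*, 1.78 at *GAL*, 1.20 at *EAF2*, 3.27 at *RBM35B*, -3.68 at *PLEKHB1* (region from 200339401), -3.33 at ENSGALG00000021818 and -3.25 at *SELI*, where the 0 reads of line 7_2_ controls were set to the floor. All but *IL18* come from the paper's list of differences between the controls. Both control libraries are the denominators of these ratios, so regions chosen for a gap between them tend to opposite ratios by that choice alone.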

How the results depend on the processing

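The use of a fraction of 0.75 for differential SERs, the dispersion without the line 6_3_ control library and the merging without that library were chosen after the data were seen, and the other alternatives were planned. Of 136 counts of SERs under an alternative, 123 stayed within 1.5 times the reported count, and of 44 counts of differential SERs 25 did. Some of the 25 say little. The low-count filter left every count of differential SERs unchanged, and the H3K27me3 count in line 7_2_ was 0 under most alternatives, as it was in the main setting. At named regions past the test, 0 of 42 log2 ratios changed sign with background subtracted, and 7 moved outside their 95% interval. Of 110 ratios not past the test, 4 changed sign with background subtracted and 12 moved outside the interval. Of the 118 ratios not past the test, 14 changed sign with RPM. Depth limits the SERs called in the shallowest libraries. The alternative of all reads as deposited gives no value of its own, because the files already hold 1 read per position. Infection was compared within each line, and a model with line and infection over the 4 libraries of a mark was not fitted. Beyond fewer reads, SERs or libraries, the cause was not tested.

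At equal read numbers, SERs specific to line 6_3_ and line 7_2_ numbered 1533 and 802 for H3K4me3, and those specific to line 6_3_ numbered 4327 for H3K27me3. H3K27me3 SERs then numbered 16623 in 63I and 12650 in 63N, the ratios of infected over control were 1.31 and 1.05, 3271 H3K4me3 SERs of 63N overlapped an H3K27me3 SER, and 594 H3K4me3 SERs and 2692 H3K27me3 SERs differed between controls, 70.0% and 64.5% of them higher in 63N, compared to 55.8% and 40.5%. At an E-value of 1, merged H3K27me3 SERs numbered 20057, ubiquitous ones 4706, those specific to line 6_3_ 4968 and to line 7_2_ 2859. There were then 10996 in 63N and 10302 in 72N, the ratios were 1.74 and 1.55, and 3380 H3K4me3 SERs of 63N overlapped one. At a fraction of 0.75 the ratios were 1.28 and 1.06. At 1.0 the ratio in line 6_3_ was 1.01, and with reads not moved 1.43.

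With RPM, differential H3K4me3 SERs numbered 31 in line 7_2_ and 147 between controls, and H3K27me3 SERs 24 in line 6_3_ and 1110 between controls. With dispersion over the compared libraries they numbered 130, 183 and 84 for H3K4me3, the 130 in line 6_3_ with 39.2% higher after infection compared to 100% and the 183 in line 7_2_ with 53.0% compared to 69.2%, and for H3K27me3 518 in line 6_3_ and 5 between controls. At an FDR of 0.05, 26 and 91 H3K4me3 SERs passed in line 7_2_ and between controls, and 49 and 56 H3K27me3 SERs in line 6_3_ and between controls, the latter with 76.8% higher in 63N. Without chromosomes Z and W, 5 H3K4me3 and 114 H3K27me3 SERs passed in line 6_3_. For H3K27me3 in line 7_2_, 43 passed at a fraction of 0.75, 6.98% of them higher, and 347 with dispersion without the line 6_3_ control library, compared to 0, so the count depends on this library.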

Differences from the paper's values

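The fraction of 0.75 for differential SERs was chosen after the values were seen. All counts of differential SERs are at the paper's FDR of 0.4 unless another is named.

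The paper's number of mapped reads is more than 76 M and the sum over its Additional file 6 is 62.6 M, while the files hold 37.1 M. By library, the paper's mapped reads for H3K4me3 are 10008826 and 10019594 in infected and control birds of line 6_3_ and 7417387 and 4520471 in line 7_2_, and here 4290849, 5290357, 2664907 and 2227181. For H3K27me3 in line 7_2_ controls the paper's value is 5921978 and here it is 3454275. The deposited files hold 1 read per location, and no alternative changes these numbers.

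The paper's merged SERs number 14418 for H3K4me3 and 24950 for H3K27me3, and here 15601 and 31352. A fraction of 0.75 came closest for both marks, with 14519 and 25548. For H3K27me3 SERs found in line 7_2_ infected birds alone, the paper's count is 1658 and here it is 2647. Of the alternatives set before the data were examined, the count comes within 1.5 times at a fraction of 0.75 (1751), at an E-value of 1 (1608) and at equal read numbers (2209), and not at a fraction of 1.0 (3041), with all sequences (2647), with an overlap of at least 0.5 of the smaller SER (3406) or with reads not moved (2590).

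The paper's counts of differential H3K4me3 SERs are 30 for infection in line 7_2_, 148 between controls and 179 in any comparison, and here they are 52, 310 and 349. With RPM they are 31, 147 and 179, within 1.5 times of the paper's. For line 7_2_ the FDR of 0.05 (26) and autosomes alone (41) also come within it, and dispersion over the compared libraries (183), the low-count filter (52) and equal read numbers (64) do not. Between controls the other alternatives gave 84, 310, 91, 594 and 359, and in any comparison 360, 349, 117, 634 and 386, for dispersion over the compared libraries, the low-count filter, the FDR of 0.05, equal read numbers and autosomes alone, all outside it.

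For H3K27me3 the paper's counts are 42 in line 6_3_, 5 in line 7_2_, 1094 between controls and 1116 in any comparison, and here they are 185, 0, 1697 and 1736. With RPM the last are 1110 and 1117, within 1.5 times, and no other alternative set before the data were examined comes within it. In line 6_3_ the FDR of 0.05 (49) does, and RPM (24), dispersion over the compared libraries (518), the low-count filter (185), equal read numbers (194) and autosomes alone (114) do not. In line 7_2_ each of these gave 0, and a fraction of 0.75 (43) and dispersion without the line 6_3_ control library (347), both chosen after the values were seen, lie above the paper's count.

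The paper's p for *MX1* is 1.28e-07 in line 6_3_ and 4.26e-09 in line 7_2_, and here it is 7.86e-10 and 6.16e-13. With RPM it is 1.21e-07 and 3.35e-09, and no other alternative comes within 1.5 times. For *MMP2* between controls the paper's p is 0.0016 and here it is 8.15e-05, with RPM giving 0.00168. Dispersion over the compared libraries (0.00105), the low-count filter, equal read numbers and autosomes alone do not come within 1.5 times. For H3K27me3 at *EAF2* the paper's p is 0.0414 for infection in line 6_3_ and 0.0138 between controls, and here it is 0.387 and 0.0305. The paper's region at *EAF2* is 3200 bp long and the SER here, which starts at the same position, 12800 bp. No alternative set before the data were examined comes within 1.5 times of either. A fraction of 0.75, chosen after the values were seen, gives 0.0136 between controls with an adjusted p of 0.328, and drops 0 of the 53 regions listed by the paper that were called here. On autosomes alone the adjusted p was 0.381, which also calls the region.

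Of the regions the paper lists between controls, 44 of 46 for H3K4me3 and 53 of 75 for H3K27me3 passed here. With RPM, 2 H3K4me3 regions passed that otherwise did not and 1 was lost, and for H3K27me3 12 were lost and 0 gained, so that 41 of 75 passed. On autosomes alone 12 H3K27me3 regions were gained and 4 lost (61 of 75), and at equal read numbers 5 were gained and 7 lost (51 of 75), with 41 of 46 for H3K4me3. With dispersion over the compared libraries 21 of 46 and 0 of 75 passed, and at an FDR of 0.05 22 of 46 and 1 of 75. At the fraction of 0.75, chosen after the values were seen, 72 of the 75 passed and 0 of those called otherwise were dropped.

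The paper reports an increase of H3K27me3 at *GAL* in both lines, and here the log2 ratio was 0.65 in line 6_3_ and -1.14 in line 7_2_, with -0.82 in RPM. It describes an increase of H3K27me3 at *GALR1* in line 7_2_, and here the log2 ratio was -0.45, with -0.14 in RPM. It describes an increase of H3K27me3 at *BCL6*, *CITED2* and *EGR1* in line 7_2_, and here the log2 ratio was -0.08, 0.14 and -0.43 with size factors and 0.23, 0.46 and -0.12 in RPM, so that *BCL6* and *CITED2* lie above 0 in RPM and *EGR1* below 0 with both. It describes a slight increase of H3K4me3 at *MMP2* after infection in both lines, and here the log2 ratio was -0.23 in line 6_3_ and 0.98 in line 7_2_, with -0.05 and 0.93 in RPM. The legend of Figure 2 places the higher H3K4me3 level at *MMP2* in line 7_2_ while the text places it in line 6_3_, as the log2 ratio of 2.18 does here. It describes a slight increase of H3K4me3 at *CD4* and *TLR3* after infection, and here *TLR3* was at 0.18 and 0.47 and *CD4* at 0.05 and 0.0020, with 0.36 and 0.41 at *TLR3* and 0.23 and -0.06 at *CD4* in RPM, so that *CD4* in line 6_3_ is above 0 in RPM. It finds no epigenetic change at *IL18*, and here the H3K27me3 log2 ratio was 0.45 in line 6_3_ and -0.37 in line 7_2_, with intervals that exclude 0 and no call in the test, and 0.83 and -0.06 in RPM. It finds none at *IFNG* either, and here the H3K4me3 log2 ratio over its gene model, where no SER was found and no test was run, was 1.58 (0.36 to 2.96) in line 6_3_, on 22 reads against 8, and 1.76 in RPM.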

Other observations

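All values here were chosen after the data were seen. *PLEKHB1* on chromosome 1 carried 49.7 RPM of H3K27me3 in line 6_3_ controls and 15.7 RPM after infection, a log2 ratio of -2.05 with an adjusted p of 0.0390 in the negative binomial test, and of 0.935 when scaled by RPM, which ends the call. In line 7_2_ it held 5.79 RPM in controls and 22.3 RPM after infection, a log2 ratio of 1.63 that did not pass the test. This region starts at 200339401. Another region of *PLEKHB1*, from 200229401, had log2 ratios of -1.59 in line 6_3_ (adjusted p = 1, negative binomial test) and 0.49 (-0.81 to 1.98) in line 7_2_, and neither passed. The gene's regions come from the paper's list of differences between the controls, which are also the denominators of these ratios. H3K27me3 at *CNGA1* was lower in line 6_3_ than in line 7_2_ controls by a log2 ratio of -2.44, and *CLDND1* was higher by 3.64, on 64 reads against 3. Neither passed with dispersion estimated over the control libraries alone.

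Relative to autosomes, SER-free windows of chromosome Z held 0.575 and 0.580 of the reads in the infected H3K4me3 libraries of lines 6_3_ and 7_2_, and 0.904 and 0.885 in the controls. For H3K27me3 the values were 0.626 and 0.615 in infected and 0.937 and 1.01 in control libraries. Of 75 bins of 1 Mb on Z, 72 to 74 had a ratio of infected over control under 0.9 in each pair.

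Additional file 4 of the paper lists 44 of its putative bivalent genes for line 6_3_ infected birds, 10 for controls, 71 for line 7_2_ infected birds and 62 for controls, which are the paper's counts.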
